# Histone deacetylase HDA-4-mediated epigenetic regulation in space-flown *C. elegans*

**DOI:** 10.1038/s41526-021-00163-7

**Published:** 2021-09-01

**Authors:** Atsushi Higashitani, Toko Hashizume, Mai Takiura, Nahoko Higashitani, Mika Teranishi, Rika Oshima, Sachiko Yano, Kana Kuriyama, Akira Higashibata

**Keywords:** Molecular biology, Chromatin

## Abstract

Epigenetic changes during long-term spaceflight are beginning to be studied by NASA’s twin astronauts and other model organisms. Here, we evaluate the epigenetic regulation of gene expression in space-flown *C. elegans* by comparing wild type and histone deacetylase (*hda*)*-4* mutants. Expression levels of 39 genes were consistently upregulated in all four generations of adult *hda-4* mutants grown under microgravity compared with artificial Earth-like gravity (1*G*). In contrast, in the wild type, microgravity-induced upregulation of these genes occurred a little. Among these genes, 11 contain the domain of unknown function 19 (DUF-19) and are located in a cluster on chromosome V. When compared with the 1*G* condition, histone H3 trimethylation at lysine 27 (H3K27me3) increased under microgravity in the DUF-19 containing genes *T20D4.12* to *4.10* locus in wild-type adults. On the other hand, this increase was also observed in the *hda-4* mutant, but the level was significantly reduced. The body length of wild-type adults decreased slightly but significantly when grown under microgravity. This decrease was even more pronounced with the *hda-4* mutant. In ground-based experiments, one of the *T20D4.11* overexpressing strains significantly reduced body length and also caused larval growth retardation and arrest. These results indicate that under microgravity, *C. elegans* activates histone deacetylase HDA-4 to suppress overregulation of several genes, including the DUF-19 family. In other words, the expression of certain genes, including negative regulators of growth and development, is epigenetically fine-tuned to adapt to the space microgravity.

## Introduction

Environmental factors can influence not only genome instability but also epigenetic mechanisms, such as DNA methylation and histone modifications, leading to altered gene expression, certain diseases, and aging^1–5^. Microgravity-induced transcriptional alterations have been observed in several spaceflight experiments, suggesting that epigenetic changes might occur in the space environment^6–8^. However, research on epigenetic regulation of plants and metazoans in the space environment has only just begun to be reported^9,10^.

Recent multi-omics analyses from more than 50 astronauts and hundreds of spaceflight samples show that mitochondrial dysregulation is a consistent and central hub of the biological effects of spaceflight^11^. In 2009, our *C. elegans* RNA Interference Space Experiment (CERISE) was conducted to evaluate RNAi activity and physiological changes during development from L1 larvae to adult under microgravity or 1*G* conditions^12^. Both transcriptome and proteome analyses showed that the expression of muscle proteins, cytoskeletal elements, and mitochondrial metabolic enzymes were decreased by microgravity^12^. Intriguingly, mitochondrial perturbations have been reported to activate epigenetic modifying enzymes such as histone H3K27 histone demethylases JMJD-3.1 and JMHJD-1.2 in *C. elegans*^13^. In addition, mammalian obesity and diabetic subjects have been reported to alter DNA methylation levels of several gene promoters, PGC1α and Tfam (the regulators of mitochondrial biogenesis)^14,15^. One of the intriguing results from the NASA Twin study shows that certain epigenetic changes in DNA methylation of immune and oxidative stress-related pathways occurred during the astronaut’s second 6-month mission^10^.

DNA methylation at the fifth position of cytosine (5mC) plays an important role as an epigenetic mark in mammals, but it is thought to be at low levels or absent in the fruit fly *Drosophila melanogaster* and the nematode *Caenorhabditis elegans*^16,17^. In contrast, histone modifications are widely conserved in eukaryotes, including yeasts, plants, and metazoans^18–22^. Histone modifications can be associated with transcriptional activation or repression through chromatin structural dynamics. For instance, acetylation and trimethylation of histone H3 at lysine 27 (H3K27ac and H3K27me3) regulate transcriptional activation and repression, respectively^23,24^. The level of the H3K27me3 modification is controlled by cooperation with histone deacetylases (HDACs) and methyltransferases (HMT)^25,26^. In particular, class IIa HDACs 4 and 5 in rat skeletal muscles are activated by hindlimb suspension, and it leads to decreased expression of myosin heavy chain and increased expression of MuRF-1 and MAFbox E3-ligases, which are involved in rat muscular atrophy^27,28^.

Here we conducted spaceflight experiments in the International Space Station (ISS): we grew and analyzed four consecutive generations of synchronous culture of wild-type and histone deacetylase (*hda*)*-4* mutant *C. elegans*. In wild-type *C. elegans*, HDA-4 is expressed in the body-wall muscles and several neurons, including motor neurons and other somatic nervous systems; it is an ortholog of mammalian HDAC4 and 5^29–32^. In our previous spaceflight experiment, CERISE, the expression of *hda-4* in wild type was slightly but significantly increased under microgravity (1.49 times that observed under the artificial 1*G*)^12^. However, this CERISE space experiment investigated the effect of microgravity on gene and protein expression only in the first generation, which grows from L1 larvae to adults. It was unclear whether HDA-4 dependent epigenetic changes in response to the microgravity environment would occur not only in the first generation but also across generations. Here, we compared the wild-type and the *hda-4 (ok518)* mutant transcriptomes over four generations in two test environments under microgravity and artificial 1*G* conditions. Our results clarified the existence of HDAC-mediated epigenetic regulation in *C. elegans* that is reproducible in all generations under microgravity conditions.

## Results

### Changes in gene expression between wild type and hda-4 mutant under microgravity conditions

Here, we succeeded in synchronously culturing four consecutive generations of *C. elegans* in space microgravity by using a filtration system (Fig. 1). A 10-μm mesh filter sufficiently separated the parental adults and their progenies, and only progenies could be transferred to the new culture bag. The last culture bag contained adults (4th generation) and their progenies (5th generation larvae) (Supplementary Fig. 1).

**Fig. 1:**
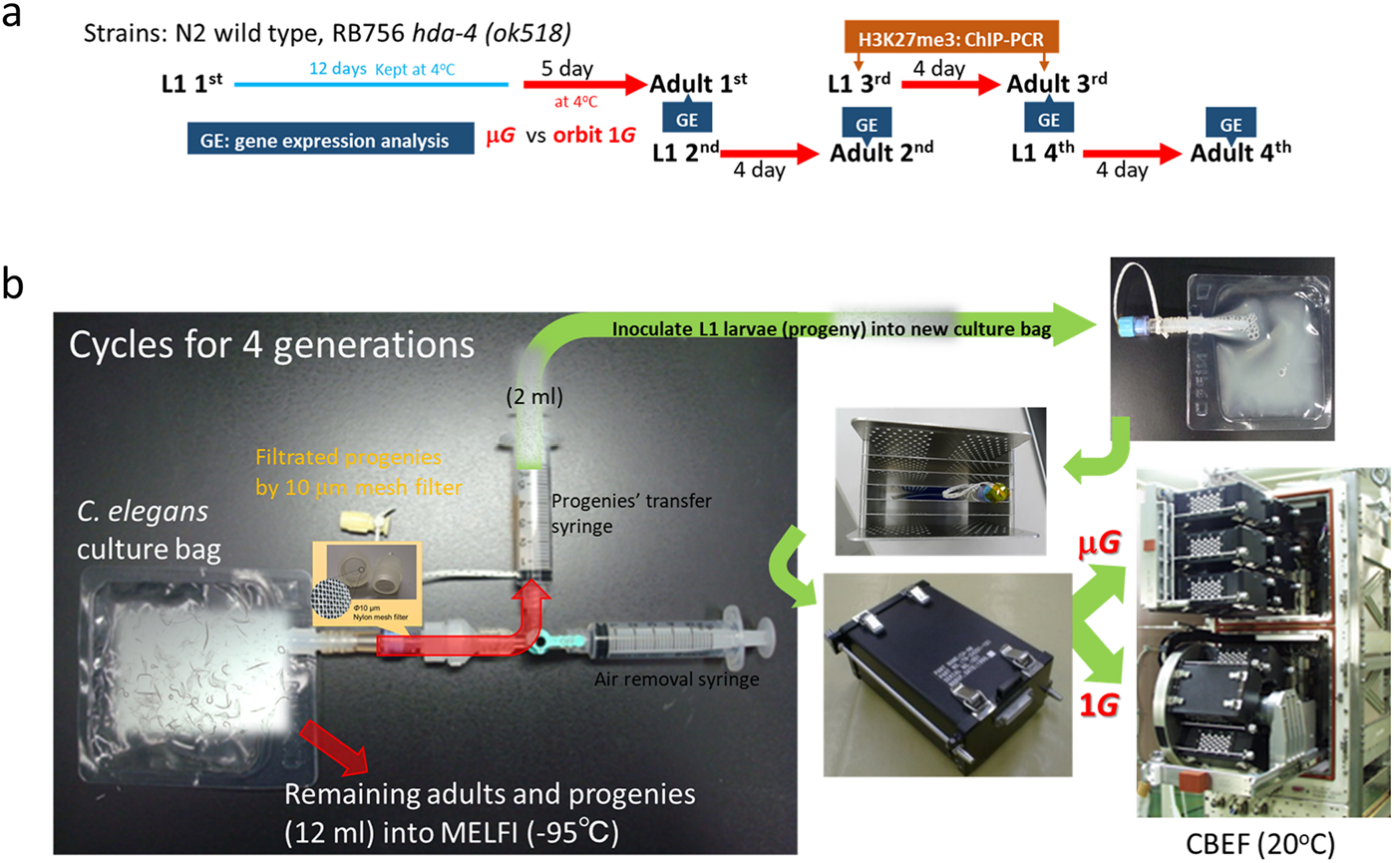
Schematic diagram and illustration of the spaceflight experiment to assess microgravity impact on epigenetic regulation in *C. elegans*. **a** Diagram shows the timeline of the spaceflight experiment “EPIGENETICS”. **b** The start of the experiment was initiated by injecting the L1 larva solution in a syringe into a culture bag and incubating in an upper microgravity box and an artificial 1*G* centrifuge box of CBEF (Cell Biology Experiment Facility). After culturing for 5 days (1st generation) and 4 days (2nd to 4th generations), 2 ml of L1 larval progenies were aspirated with a syringe while being filtered through a 10 μm mesh filter, and transferred to a new culture bag. The remaining culture bags (adults and L1 progenies mixture) were frozen at −95 °C in MELFI (Minus Eighty degree Celsius Laboratory Freezer).

DNA microarray analyses were performed to determine the gene expression profiles of wild-type and *hda-4 (ok518)* deletion mutant specimens of adult hermaphrodite *C. elegans* synchronously cultured for four generations under microgravity and artificial 1*G* conditions (Fig. 1). 

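RNA from washed adults was labelled with Cy3 and hybridized to single-colour Agilent *C. elegans* microarrays carrying 43603 distinct probes, with 1 array per culture and 4 arrays on each slide. Wild type and the *hda-4* mutant, each under microgravity and 1*G*, gave 4 groups of 8 arrays (2 culture lines sampled in 4 generations), 32 arrays in all. The lines were taken from the replicate numbers of the labels, which do not state that a number follows the same line through the generations. A further 16 arrays of the series, labelled *sir-2.1*, are not part of the paper's comparisons. Culture time is given as 5 days for the first generation and 4 days for the later ones in Fig. 1, and as 4 days for all generations in the sample labels. The authors' files hold the signal of each spot from Agilent Feature Extraction, corrected for background within the array and not normalized between arrays, and the paper's text does not name a normalization between arrays. The log2 signal was therefore expressed relative to the 75th percentile of its array. That percentile ranged from 323.9 to 544.9 intensity units (median 492.6) in wild type under microgravity, from 384.0 to 523.1 (median 406.8) in wild type under 1*G*, from 413.1 to 733.1 (median 581.3) in the mutant under microgravity and from 309.8 to 487.0 (median 444.6) in the mutant under 1*G*. Between 66.5% and 76.2% of the spots of an array were well above background by the scanner software's test, and 0 spots were saturated. Spots marked as outliers, at most 0.167% of an array, were left out. Each gene was represented by its brightest probe, and 18272 genes were tested, those well above background on at least 4 of the 8 arrays of at least 1 group. A gene was called changed at a Benjamini-Hochberg adjusted p below 0.05 in a limma model of the 4 groups with a term for generation. Arrays of the same group and generation correlated across genes at 0.986 to 0.996 (Pearson's r, genes not being independent replicates). In every generation the wild-type and mutant arrays of microgravity shared a slide, whereas the microgravity and 1*G* arrays of a strain were on different slides. Under microgravity wild type lay at positions 1 and 2 of the slide and the mutant at 3 and 4, and under 1*G* the reverse. In either comparison of the strains alone an effect of position cannot be told apart from that of strain, although it would change sign between them. The *ok518* deletion was visible in the signal of *hda-4* itself. A probe listed on chromosome X from 16742883 to 16742942 gave -2.58 ± 0.20 (log2 relative to the 75th percentile, SD, n = 8 arrays) in wild type under microgravity and -8.69 ± 0.63 in the mutant, where it was well above background on 0 of 8 arrays, a level at least 17.3-fold lower. Its neighbour from 16742943 to 16743417 was at least 16.4-fold lower. The remaining *hda-4* probes, from 16744494 to 16744613, were well above background on all 8 mutant arrays, at 1.16-fold and 1.13-fold below wild type.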

Under microgravity, 39 genes were consistently upregulated (fold-change >2.5; *P* < 0.05, Student’s *t* test) in all four generations of the *hda-4* mutant compared with the equivalent generations of wild type (Fig. 2a). 

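In the *hda-4* mutant under microgravity 2183 of the 18272 tested genes were called higher than in wild type, 280 of them by over 2-fold, and 2570 were called lower, 620 of them by over 2-fold. Taking the fold in each generation from the mean log2 signal of 2 arrays per strain, 53 of the called genes were over 2.5-fold higher in every generation. Their log2 fold changes had a median of 2.35 and ranged from 1.57 to 4.94. The alternative that moved this number most downward was normexp background correction, which left 8 genes. Of the 53 genes, 18 were well above background on all 8 wild-type arrays and 11 on none, so that the folds of the latter compare a signal with the detection limit, and 3 were measured with a probe that matches more than 1 locus. *T28A11.19*, listed on chromosome V from 3268639 to 3268749, was at 0.33 ± 0.62 (log2 relative to the 75th percentile, SD, n = 8 arrays) in the mutant and at -4.27 ± 1.41 in wild type, a log2 fold change of 4.60 (standard error 0.38, adjusted p = 1.66e-10). Its folds in generations 1 to 4 were 17.2, 29.7, 8.29 and 81.5. *C17B7.4* (V, 3339725 to 3339837) had a log2 fold change of 4.27 (standard error 0.46, adjusted p = 2.28e-08), from a probe that also matches *T28A11.5* and was well above background on 3 of 8 wild-type arrays. For *T20D4.10* (V, 3400725 to 3400784) the change was 3.71 (standard error 0.37, adjusted p = 6.07e-09), while a second, dimmer probe gave 0.54. *T20D4.11* (V, 3399083 to 3399193) followed with 3.19 (standard error 0.30, adjusted p = 2.28e-09). The signal of *T28A11.20* was well above background on 0 of 8 wild-type arrays, and its level in the mutant was at least 1.94-fold higher, with a fitted change of 2.44 that fell to 0.02 with normexp. *C36C5.12* and *T20D4.12* were higher in every generation and stayed under 2.5-fold in a single one, at 2.29-fold in generation 3 and 2.43-fold in generation 1, respectively. The 10 largest changes of either direction, among called genes that changed the same way in every generation, were all decreases. The largest was that of *F56A4.3* (V, 2455848 to 2455907), well above background on all 8 wild-type and on 0 of 8 mutant arrays, whose level in the mutant was at most 0.00263 times that of wild type. *C55A6.4* and *C49G7.1* were likewise undetected in the mutant, at no more than 0.0302 and 0.0145 times the wild-type level. *C25G4.7* remained detected, with a log2 fold change of -6.12 (standard error 0.08, adjusted p = 7.24e-29), and the others were an unnamed transcript of probe A_12_P108404, *srbc-15*, the transcript TC138723, *F56A4.2*, *tag-344* and *irld-35*, of which *F56A4.2* and *irld-35* were measured with probes that match 2 loci.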

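In the *hda-4* mutant 5007 genes were called higher and 5306 lower under microgravity than under 1*G*, together 56.4% of the genes tested. With the first culture line left out, 1611 and 1584 were called. No slide held both gravity conditions of the mutant, so a contribution of the slides to the change of a single gene cannot be told apart from that of gravity. Nor can a contribution of position, since the microgravity arrays lay at positions 3 and 4 of a slide and the 1*G* arrays at positions 1 and 2. Of the 53 genes over 2.5-fold higher in the mutant than in wild type in each generation, 47 were higher under microgravity than under 1*G* in more than 2 of the 4 generations and 38 in all 4. For 25 of them the rise was over 2-fold in more than 2 generations, and 40 were called higher. The median log2 change of the 53 genes was 0.96, with a range from -0.48 to 3.24. Because the same microgravity arrays of the mutant enter both comparisons, the genes were also chosen on the arrays of one culture line and measured on those of the other. Both lines of a group shared a slide in each generation, so that this does not remove effects of slide or position. The 59 genes chosen on the first line had a median log2 change of 1.04 between microgravity and 1*G* on the second line, where 50 were higher in more than 2 generations. The 38 genes chosen on the second line had a median of 0.87 on the first, where 31 met that criterion. *T28A11.19* rose by 3.24 on the log2 scale (standard error 0.38, adjusted p = 4.94e-07), with folds of 3.46, 14.4, 14.3 and 11.1 in generations 1 to 4. *C17B7.4* rose by 3.16 (standard error 0.46, adjusted p = 4.88e-06). The rise of *T28A11.20*, 2.37, set its signal against 1*G* arrays of which none was well above background, so that the level under microgravity was at least 1.81-fold higher. After normexp background correction its change was -0.090. *C36C5.12* had the smallest rise among the DUF-19 genes named in the paper's text, 0.99 (standard error 0.32, adjusted p = 0.0111), and was not called with the first line left out (0.83). Of the 39 genes drawn in Fig. 2, 39 were higher under microgravity than under 1*G* in more than 2 generations and 37 in all 4.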

In the mutant, these genes were also consistently upregulated in most (>2/4) generations under microgravity compared with artificial 1*G* (Fig. 2b). These 39 genes were located across all autosomal and sex chromosomes, and some were adjacent cluster genes. This suggests that the expression of these genes was epigenetically suppressed at the adjacent chromosomal level by the action of HDA-4 in response to microgravity. Many of these genes have unknown functions but some share the same domain: e.g., a cluster of 11 genes with the DUF-19 (domain of unknown function 19) on chromosome V (Fig. 2).

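Of the 53 genes over 2.5-fold higher in every generation, 8 lay on chromosome I, 1 on II, 3 on III, 5 on IV, 34 on V and 2 on X, by the listed probe positions. These come in 2 notations, which differ by a median of 8064 bases on chromosome I and of 2782 on V beyond 5 Mb. Those on chromosome I spanned 11154193 to 12404290 and those on chromosome V 551111 to 20616256. In gene order 22 of the genes had a neighbour that also belonged to the set. The longest run, of 4 genes, was *T28A11.19*, *T28A11.5*, *T28A11.20* and *T28A11.3* on chromosome V from 3268639 to 3275890. Farther along, up to position 3400784, came the pairs *T28A11.2* with *F35F10.6*, *F35F10.13* with *C17B7.9*, *C17B7.4* with *C17B7.10* and *T20D4.11* with *T20D4.10*. A run of 3 genes, *ZK218.5*, *ZK218.7* and *ZK218.11*, lay on the same chromosome from 17104471 to 17110173. On chromosome I *glct-3*, *T15D6.8* and *gtnt-45* lay from 12396760 to 12404290, close to the pair *T09E11.10* and *oac-45*, and on chromosome IV *Y57G11C.40* and *Y57G11C.41* lay from 14703282 to 14705695.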

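Adjacency was tested against sets of as many genes drawn at random from the tested genes. The order of genes was taken from the WBcel235 annotation, which placed 52 of the 53 genes and 15958 tested genes in all. The set held 13 pairs of adjacent genes, against a mean of 0.161 and at most 3 in 10000 random sets (one-sided permutation test, p = 0.0001, the smallest p that these draws can give). Counting instead the pairs of probes that start within 10 kb of each other gave 27 pairs, against a mean of 0.313 and at most 4 in random sets (permutation test, p = 0.0001, again the smallest possible). Because the listed probe positions come in 2 notations, the starts of genes in WBcel235 were also used, a count added after the data had been seen, which gave 24 pairs against a mean of 0.272 and at most 5 (permutation test, p = 0.0001, the smallest possible). Neither the 8 genes left by normexp background correction nor the 14 left when every array had to be well above background held an adjacent pair. With a culture line left out the set held from 39 to 59 genes and from 5 to 16 adjacent pairs. Neighbours in the set can belong to the same gene family, and draws of single genes do not preserve such families. Adjacency was not confined to the higher genes. The 210 genes over 2.5-fold lower in every generation, of which 195 were placed, held 45 adjacent pairs. Random sets of that size held a mean of 2.38 (permutation test, p = 0.0001, the smallest possible). From the upregulation of neighbouring genes in the mutant, the paper proposes that HDA-4, acting under microgravity, holds down the expression of these genes over adjacent stretches of chromosome.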

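The paper's text names 10 genes with the DUF-19 domain, and 8 of them were among the 53 genes over 2.5-fold higher in every generation. The probes of 9 lay within 242 kb of chromosome V, from 3158292 to 3400784 as listed, a part of the chromosome where the 2 notations of the positions agree. *C03G6.5*, listed in the annotation as *exc-13*, lay outside this region, from 7368451 to 7368510. The region held 47 tested genes, of which 32 were called higher and 5 lower in the mutant than in wild type under microgravity, and 16 belonged to the set of 53. Averaged over the 10 DUF-19 genes, the log2 signal relative to the 75th percentile was -1.43 ± 0.34 (SD, n = 8 arrays) in the mutant under microgravity, -3.62 ± 0.26 in the mutant under 1*G*, -4.36 ± 0.73 in wild type under microgravity and -5.26 ± 0.23 in wild type under 1*G*. Between the mutant and wild type under microgravity the median log2 fold change of the 10 genes was 2.61 (range 1.92 to 4.60, adjusted p = 1.59e-14 from limma's camera test over 9 gene lists). In the mutant it was 2.32 between microgravity and 1*G* (range 0.99 to 3.24, camera adjusted p = 1.94e-07). Both calls held under limma's fry test, which estimates the correlation between genes. The most influential alternative, normexp background correction, lowered the medians to 1.42 and 0.94. All 10 genes were called higher in both comparisons, over all genes tested and adjusted over the list alone, the latter not being independent evidence because the study chose these genes on the same samples. Every one of the 10 was well above background on all 8 microgravity arrays of the mutant. In wild type under 1*G* 4 of them were so on all 8 arrays and 3 on none. With signals under the lowest well-above-background signal of the array raised to it, the medians were 2.52 and 2.09.

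**Figure D1:**
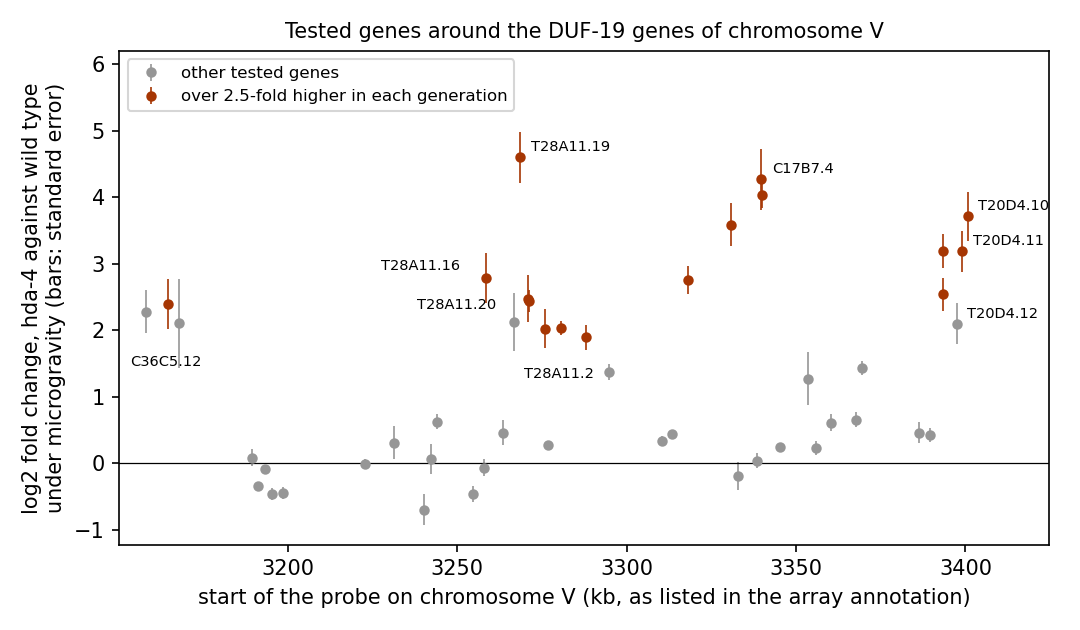
Log2 fold change between the *hda-4* mutant and wild type under microgravity (vertical axis, bars of 1 standard error from limma) against the start of the probe on chromosome V as listed in the array files (horizontal axis, in kb) for the 47 tested genes of the region. The 16 genes over 2.5-fold higher in every generation are coloured, and *T28A11.19* is the highest at 4.60.

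**Figure D2:**
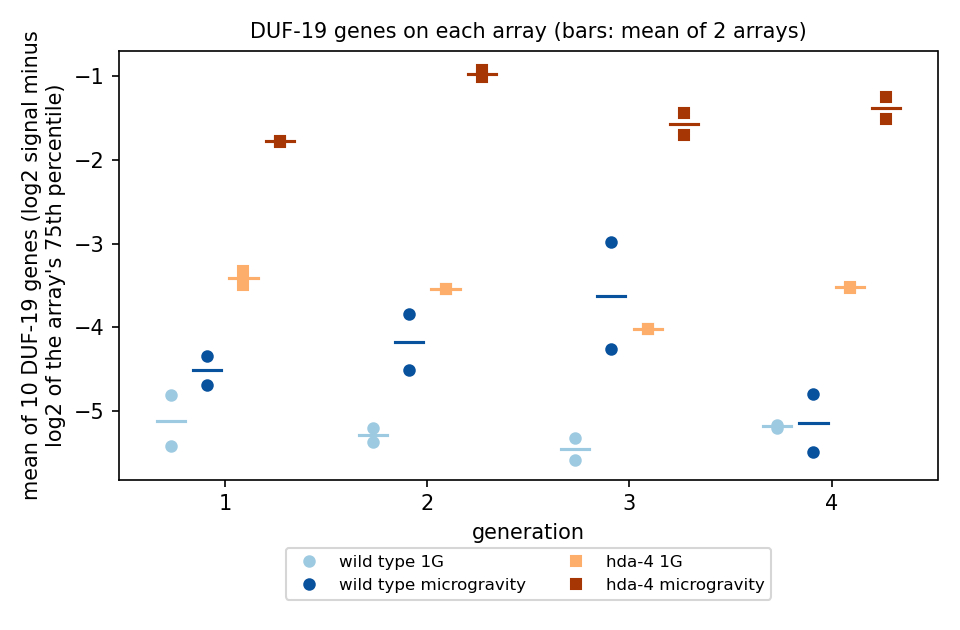
Mean log2 signal of the 10 DUF-19 genes relative to the array's 75th percentile (vertical axis) on each array of the 4 groups, by generation (horizontal axis), with a bar at the mean of 2 arrays. The difference between microgravity and 1*G* in the mutant was 1.63, 2.57, 2.45 and 2.14 in generations 1 to 4, and in wild type 0.60, 1.11, 1.83 and 0.04.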

**Fig. 2:**
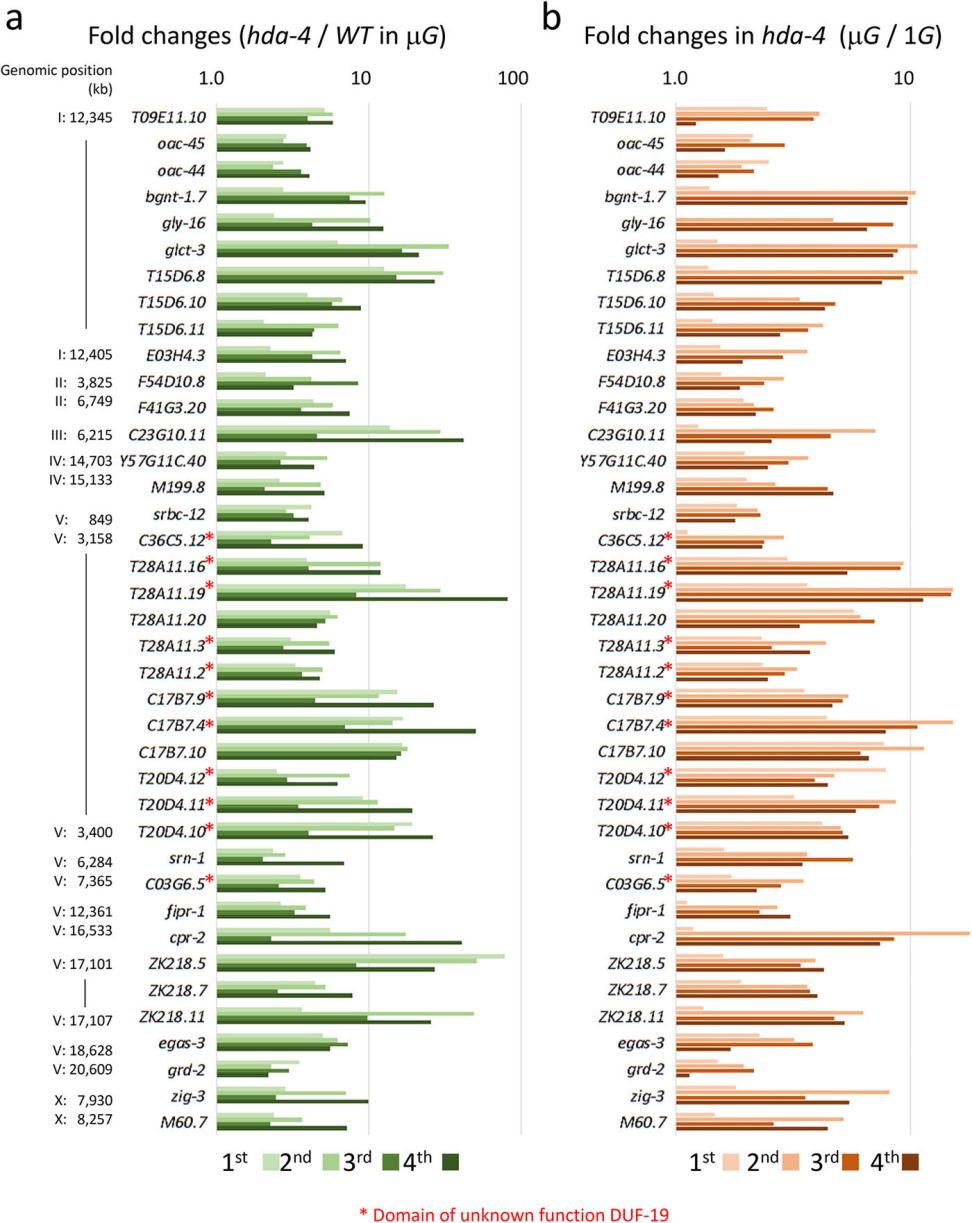
Changes in gene expression induced in *hda-4 (ok518)* mutants grown under microgravity conditions. **a** DNA microarray analysis was compared through four generations of wild-type and *hda-4* mutant strains grown under microgravity in two independent replicate experiments. All 39 genes were significantly upregulated in the *hda-4* mutant (>2.5-fold, *p* < 0.05 using Student’s *t* test). Statistical analysis was performed between the mean values of the four generations of wild-type and *hda-4* mutants. Their chromosome positions and expression levels (fold-change values) were indicated. **b** Changes in gene expression (fold-change values) of 39 genes in the (**a**) of *hda-4* mutants grown under microgravity and artificial 1*G* conditions. Asterisk (*) indicated genes containing a domain of unknown function DUF-19.

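With Student's *t* test between the generation means of the strains under microgravity, as described for Fig. 2a, 890 genes were higher and 1585 lower in the *hda-4* mutant at an unadjusted p below 0.05. After Benjamini-Hochberg adjustment over the 18272 tested genes, 105 were higher and 452 lower. Of the genes over 2.5-fold higher in each generation 50 passed this test unadjusted, and all 50 were among the 53 found with limma. Of the 39 genes drawn in Fig. 2, 37 passed it.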

To confirm the expression changes, the transcript levels of 6 of the DUF-19–containing genes, *T28A11.19, T28A11.2, C17B7.4, T20D4.11, T20D4.10*, and *C03G6.5*, were examined by real-time reverse transcription polymerase chain reaction (RT-PCR) using two independent space experiment samples. Consistent with the microarray data (Fig. 2), all showed significantly higher expression in the *hda-4 (ok518)* mutant than in the wild type under microgravity, and significantly higher expression in the *hda-4 (ok518)* mutant under microgravity than in the mutant under artificial 1*G* (Fig. 3). Intriguingly, under microgravity conditions, some of the genes in wild-type (*C17B7.4, T28A11.2*) were slightly but significantly upregulated under microgravity compared with artificial 1*G* (Fig. 3).

**Fig. 3:**
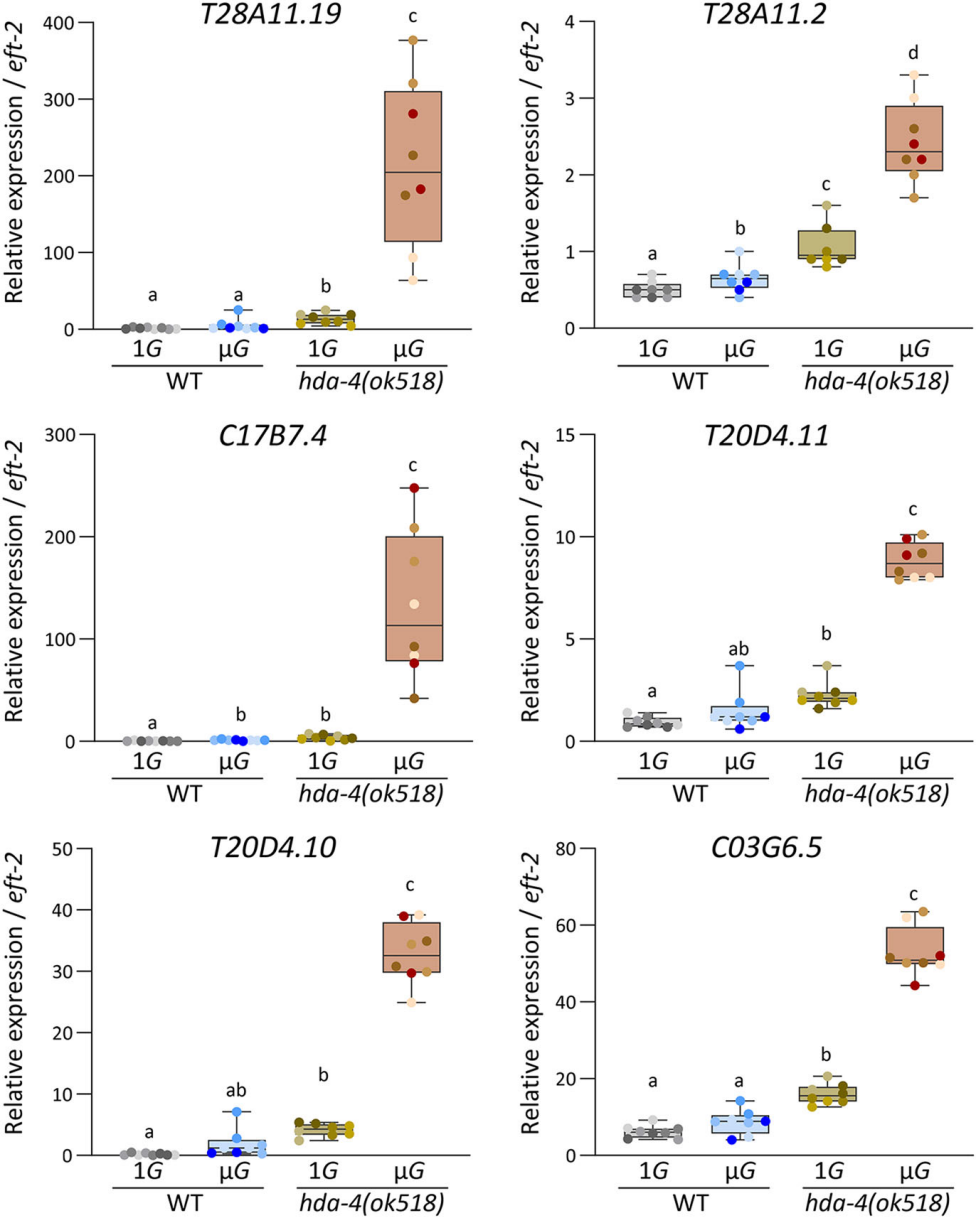
Changes in gene expression of 6 DUF-19-containing genes, *T28A11.19, T28A11.2, C17B7.4, T20D4.11, T20D4.10, and C03G6.5* assessed by quantitative real-time PCR. Expression levels were analyzed in 8 samples each of wild-type and *hda-4* mutants grown in either microgravity or artificial 1*G* (2 independent lines over four generations). The *eft-2* gene was used as the internal standard. Data are shown as box and whiskers to indicate median and range. Statistical analysis was performed in each condition using one-way ANOVA followed by Tukey post hoc test.

### Histone H3K27 trimethylation changes in response to microgravity

To study changes in H3K27me3 in adult *C. elegans* grown under microgravity, chromatin immunoprecipitation (ChIP)—genomic PCR with anti-H3K27me3 antibody was applied to the intergenic regions of the *T20D4.12* to *4.10* gene locus; two regions, #01 and #02, were studied (Fig. 4a). Specimens analyzed were all 3rd-generation L1 larvae or adults. In wild-type adults, H3K27me3 levels in both regions were significantly higher under microgravity than under artificial 1*G* (Fig. 4b). In the *hda-4* mutant, the basal level of H3K27me3 under artificial 1*G* was lower than that in wild type, and the degree of H3K27me3 induction by microgravity was severely reduced (Fig. 4b). In L1 larvae, H3K27me3 levels in the *hda-4* mutant were higher than in the adult stage, and were slightly but significantly higher than in the wild type under both microgravity and artificial 1*G* (Fig. 4b). These results suggest that the sites examined in the locus of *T20D4.12* to *4.10* are highly tri-methylated at the early larval stage and are maintained under silencing conditions. The state of H3K27me3 then changes via epigenetic enzymes such as HDA-4, if the specimen is subjected to microgravity during growth. We also tested epigenome changes in H3K27ac, H3K27me1, and H3K27m2 in the same locus, but all modification levels were lower and could not be further evaluated due to sample quantitative limitations.

**Fig. 4:**
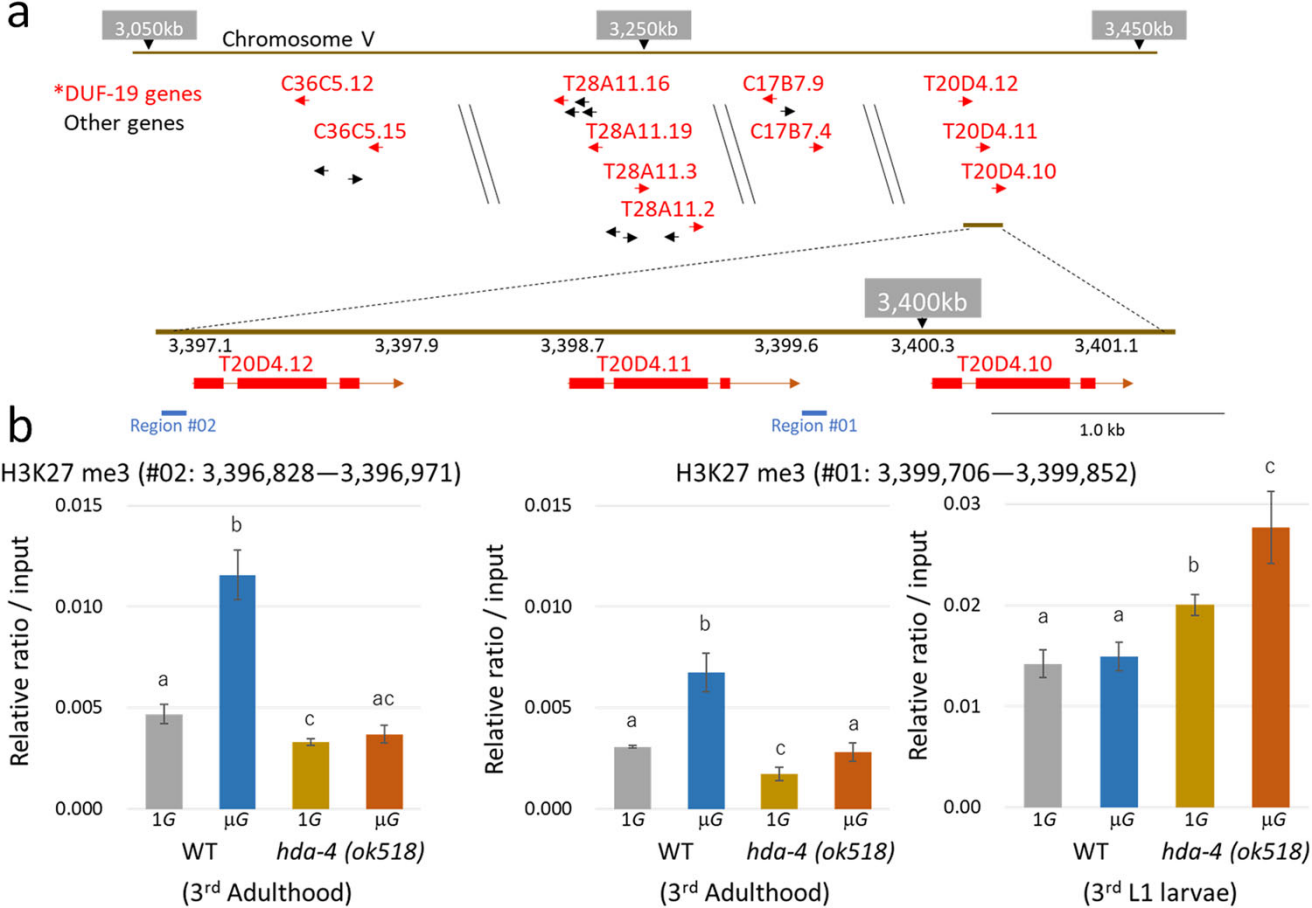
ChIP analysis of H3K27me3 levels at the *T40D4.12-4.10* locus. **a** H3K27me3 levels were analyzed in the intergenic region of the *T40D4.12-4.10* locus on Chromosome V. The red-colored gene is a gene containing the DUF-19 domain. **b** The graphs show the recovery rates for region #01 and #02, as a relative ratio of DNA after ChIP with the anti-H3K27me3 monoclonal antibody compared to the input DNA in adults wild-type and *hda-4* mutant, respectively. Due to the sample limitations, L1 larvae study was limited to analysis of the H3K27me3 status at the region #01. These samples (about 300 worms each) grew as third generation under artificial 1*G* or microgravity conditions. Biological triplications in each sample condition (*n* = 3) were analyzed by ChIP-qPCR using one-way ANOVA followed by Tukey post hoc test. Error bars indicate S.D.

### hda-4 mutant displays pronounced growth suppression in spaceflight and overexpression of the T20D4.11 gene

We have previously discovered that the *C. elegans* body length changes in response to environmental conditions such as fluid dynamics and microgravity^12,33^. Reproducible in this study, the length of wild-type *C. elegans* was slightly but significantly (by 3.3%, *p* = 0.011) reduced in adulthood when they were grown under microgravity compared with artificial 1*G* (Fig. 5a). This reduction was even more pronounced in the *hda-4 (ok518)* mutant (by 4.8%, *p* = 0.00001). In addition, the body thickness of the mutant was significantly reduced (Supplementary Fig. 1).

**Fig. 5:**
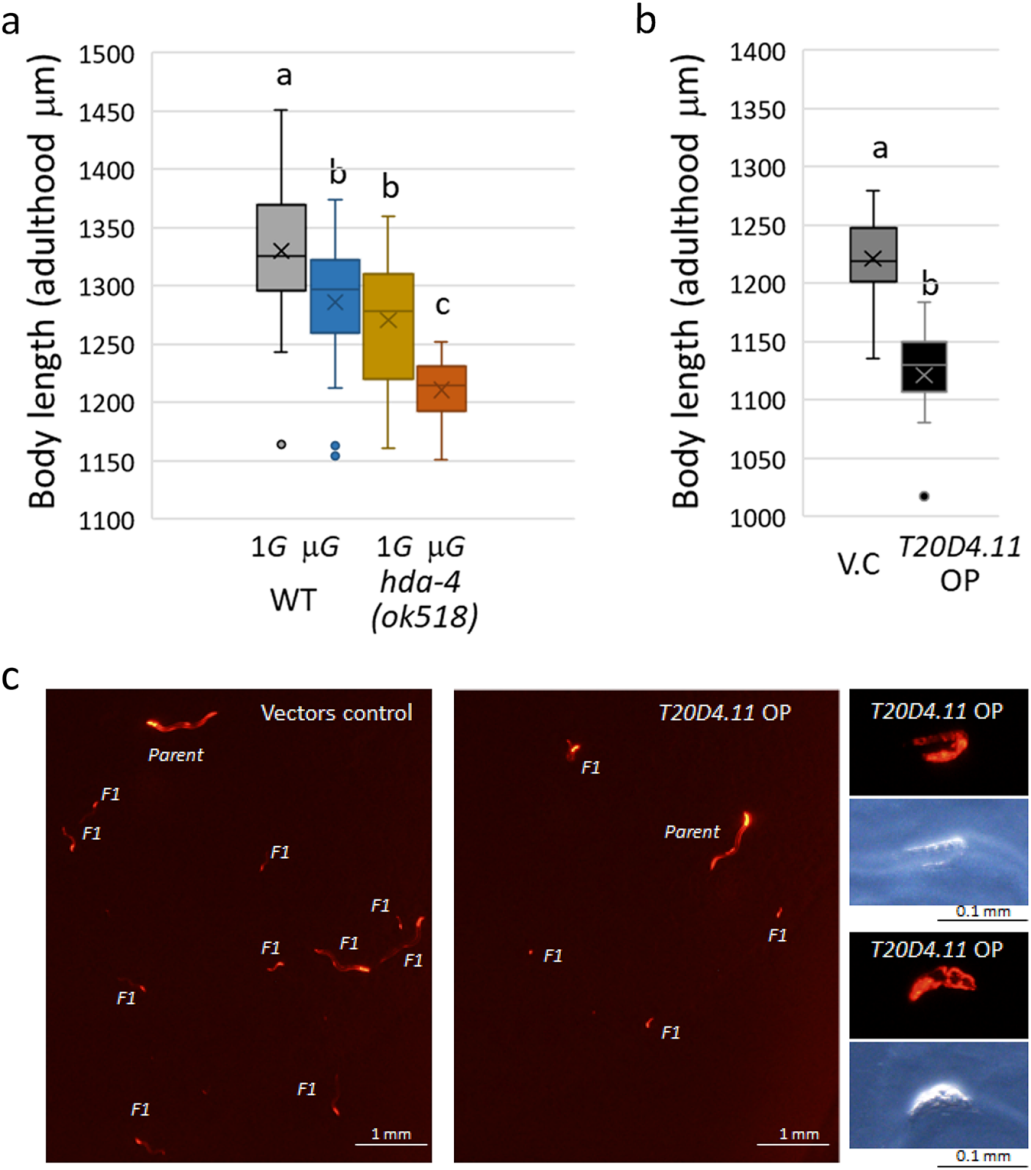
Changes in body length of space-flown *C. elegans*. **a** We plotted the length of 3rd-generation adults of wild-type and *hda-4* mutants grown under artificial 1*G* or microgravity was indicated (*n* = 20<, respectively). Data are shown as box and whiskers to indicate median and range. Statistical analysis was performed using one-way ANOVA followed by Tukey post hoc test. **b** Adult length of transgenic lines of vector control and *T20D4.11* driven by the *myo-3* promoter grown on NGM *E. coli* OP-50 agar plate for 4 days (*n* = 10, *P* < 0.01 using Student’s *t* test). Data are shown as box and whiskers to indicate median and range. **c** Five L1 larvae of vector control and *T20D4.11* transgenic lines were cultured on 6 cm NGM *E. coli* OP-50 agar plates for 7 days. The L1 larva became an adult (Parent) and its progenies (F1) were visualized with injection markers (*Prab-3::mCherry, Pmyo-2::mCherry* and *Pmyo-3::mCherry*, Supplementary Fig. 2). Several sizes of F1 progenies were observed on the vector-control line. On the other hand, in the *T20D4.11* transgenic line, F1 progenies became smaller, and some dead larvae and embryos were observed (right panels).

There are more than 80 paralogs of DUF-19–containing genes in the *C. elegans* genome. Despite comprehensive RNAi experiments involving each of these genes, no knockdown-related phenotype has been observed^34^. This is because there are many DUF-19 gene families in the genome, so even if each gene function is disrupted, the phenotype may not be obtained. In addition, it may be difficult to observe the knockdown phenotype if the original genetic function adversely affects growth and survival and is usually rarely expressed. Therefore, we investigated the phenomena caused by overproduction of the DUF-19–containing gene *T20D4.11* driven by the promoter of the body-wall muscle myosin *myo-3* gene (Supplementary Fig. 2). The body length in adults was significantly lower (by 8.2%, *p* = 0.0001) in one of the *T20D4.11* overexpression lines compared with the vector control (Fig. 5b). Therefore, we consider that the reason that the *hda-4* mutant is shorter than the wild-type grown at microgravity is probably the higher expression of DUF-19-containing genes such as *T20D4.11* (Fig. 3). In addition, the overexpressed adult hermaphrodite reduced brood size, the progenies did not hatch frequently (embryonic or early larval lethality), and many survived showed growth retardation (Fig. 5c). These results suggest that DUF-19-containing genes function as negative regulators of growth and development in response to some stress and environmental conditions.

## Discussion

Here we carried out a spaceflight experiment using *C. elegans* to study whether some of the transcriptional changes caused by microgravity are controlled by epigenetic changes. 

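In wild type 1080 genes were called higher and 1886 lower under microgravity than under 1*G*. Without the first culture line limma called 0 genes there (436 and 699 at an unadjusted p below 0.05), and without the second 574 and 398. Under 1*G* 3215 genes were called higher and 3538 lower in the *hda-4* mutant than in wild type. With a culture line left out these counts ranged from 365 to 890 and from 1368 to 2094. The difference between the mutant's and the wild type's response to microgravity was tested as an interaction in the limma model, which called 432 genes with a more positive and 309 with a more negative response in the mutant. The balance of these directions depended on the processing. It was 216 and 362 with the array's median subtracted, 45 and 70 with normexp and 289 and 318 with quantile normalization. The responses and the comparison of the strains under 1*G* were measured across slides and across positions on a slide. In the interaction the groups added lay at positions 3 and 4 and those subtracted at positions 1 and 2, so that effects of position add up. Splits of whole slides in place of gravity did not exclude chance for the counts of the wild-type response and of the interaction. The interaction counts also rested on the full set of arrays. Without either culture line limma called 0 genes, with 1302 more positive and 671 more negative at an unadjusted p below 0.05 without the first line and 920 and 726 without the second. Without generation 2 it called 2 and 1. Among the 53 genes over 2.5-fold higher in the mutant in every generation under microgravity, the response was more positive in the mutant for 47, of which 15 were called, with a median difference of 0.57 on the log2 scale. The genes had been chosen for a high mutant and a low wild-type signal on the same microgravity arrays, which by itself favours a difference above 0. Chosen on one culture line and measured on the other, the genes had a median difference of 0.81 (47 of 59 above 0) on the second line and of 0.47 (32 of 38) on the first. Of the 53 genes 52 were also higher in the mutant under 1*G*, 48 of them called, with a median log2 fold change of 1.74. In wild type 34 were higher under microgravity than under 1*G*, 16 of them called, with a median of 0.40, and on the culture line not used for the choice the medians were 0.23 and 0.26. Of the 39 genes drawn in Fig. 2, which the study chose on these arrays, the response was more positive in the mutant for 37, 15 of them called, and 37 were higher in the mutant under 1*G*, 33 of them called. For the 10 DUF-19 genes named in the text the median log2 fold change was 1.42 between the strains under 1*G* (camera adjusted p = 1.38e-06) and 0.95 between microgravity and 1*G* in wild type (camera adjusted p = 8.93e-06), the latter changing sign to -0.082 with normexp background correction. The median difference between the responses of these genes, also chosen by the study on these arrays, was 1.30 (camera adjusted p = 1.06e-06). It lay above 0 for each of the 10 genes and was called for 3 over all genes tested and for 9 adjusted over the list alone. *T28A11.20* had an interaction of 1.97 (standard error 0.24, adjusted p = 7.76e-05) on signals near background in 3 of the 4 groups, *C17B7.4* one of 2.53 (standard error 0.65, adjusted p = 0.0276) and *T28A11.2* one of 0.52 (standard error 0.15, adjusted p = 0.0451). None of these 3 was called when a culture line was left out. *T28A11.19* had 1.74 (standard error 0.54, adjusted p = 0.0638) and was not called.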

Comprehensive gene expression analyses using the *hda-4* genetic mutant and wild-type revealed that there are 39 genes whose expression in adult *C. elegans* in response to space microgravity is suppressed by the action of HDA-4.

Polycomb Repression Complex 2 (PRC2), which includes histone lysine methyltransferase (HMT/KMT), induces trimethylation of histone H3 lysine 27 and recruits HDAC and DNA methyltransferase (DNMT) to further inhibit transcription^35–37^. In addition, HMT/KMT promotes trimethylation after deacetylation of lysine residues of histone by HDAC^38^. Therefore, HDACs and HMT/KMTs work together to cause epigenetic silencing. Consistent with this, a significant increase in H3K27me3 at the *T20D4.12* - *T20D4.10* locus under microgravity was observed in wild-type adults compared with artificial 1*G*, but a little in the *hda-4* mutant (Fig. 4). We consider that the induction levels of these genes in microgravity-grown *C. elegans* are downregulated by HDA-4 to adjust to appropriate expression levels in the space environment. This microgravity-induced epigenetic modification will be reset in the germ cells of the next generation. In *C. elegans* spermatogenesis, epigenetic modifications occur throughout the genome^39^, and PRC2 maintains the state of H3K27me3 during embryogenesis^40^. In the embryo, H3K27me3 is enriched across genes that were silent in the parental germline^41^. Nine HDACs have been identified in the *C. elegans* genome, of which HDA-1 is primarily involved in germ cell development and embryogenesis^42^. HDA-1 is essential, unlike HDA-4, and knockdown-related phenotypes have been observed in embryonic lethal and defects in gonadogenesis^34^. Therefore, the increase in H3K27me3 at the *T20D4.12* to *T20D4.10* gene locus in L1 larvae may be due to HDA-1-mediated epigenome modification. In addition, this methylation may occur more strongly in adult germ cells with reduced H3K27me3 levels in the absence of HDA-4. Due to the sample limitations, this study was limited to analysis of the H3K27me3 status of 3rd-generation L1 larvae and adults, but future space experiments with *C. elegans* will examine more global epigenetic changes in response to microgravity.

Merkwirth et al.^13^ reported that perturbations in the mitochondrial electron transport chain enhance the expression of the H3K27 histone demethylases JMJD-3.1 and JMHJD-1.2 in *C. elegans*. This converts the H3K27me3 inactive chromosomes into the H3K27me1 active chromosomes, which transcriptionally induces several effectors of unfolding protein response in the mitochondria. Interestingly, at least 19 genes among the 39 genes identified in this study are reported to be induced by JMJD-3.1 under mitochondrial perturbation^13^. In particular, the DUF-19-containing genes *C03G6.5*, *C17B7.4*, *C36C5.12*, *T20D4.10*, *T20D.4.11*, *T20D4.12*, *T28A11.2*, *T28A11.16*, *T28A11.19*, and *T28A11.20* are more than sevenfold upregulated by JMJD-3.1. Since here we found that overexpression of one of these genes, *T20D4.11*, negatively affected growth and development, we propose that a series of DUF-19-containing genes may be involved in growth inhibition under mitochondrial stress conditions.

We have previously reported that space-flown *C. elegans* display reduced levels of mitochondrial enzymes as well as muscular and cytoskeletal proteins^12^. Therefore, it is speculated that mitochondrial activity is somewhat reduced and epigenetic modification by JMJDs is promoted in all four generations. It leads to upregulation of the expression of several genes, including the genes containing DUF-19. In the wild-type grown under microgravity, histone deacetylase HDA-4 and KMT are assumed to be activated in parallel, and conversely, H3K27me3 epigenetic modification is enhanced and the expression level of these genes is suppressed. Namely, certain genes including DUF-19 family, which are negative regulators of growth and development, are epigenetically fine-tuned via histone modifications to adapt to the microgravity environment (Fig. 6).

**Fig. 6:**
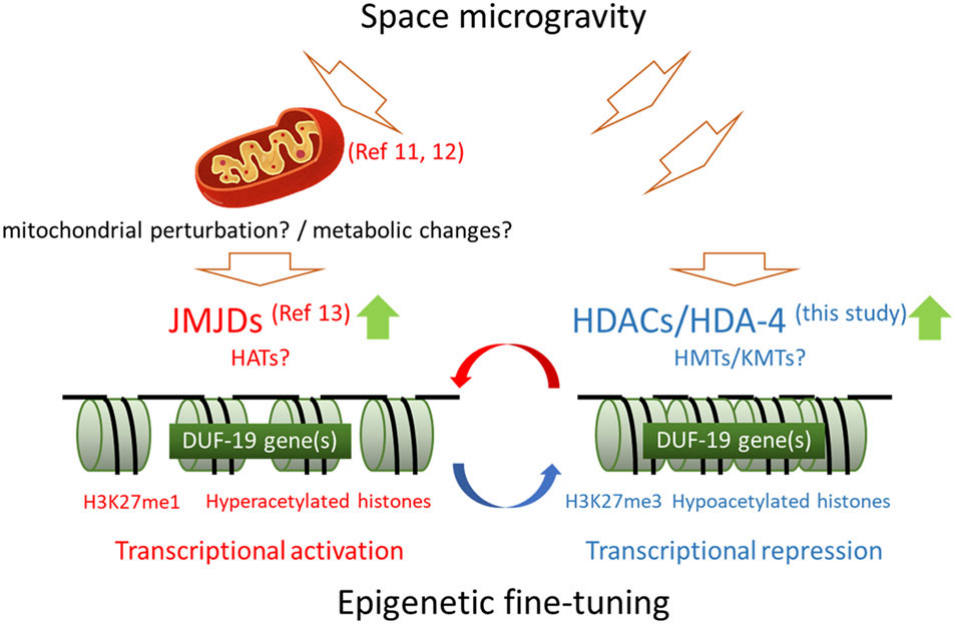
Schematic illustration of epigenetic control by HDACs in space microgravity. The expression of certain genes, including negative regulators of growth and development such as the DUF-19 gene(s), is epigenetically fine-tuned to adapt to the space microgravity in *C. elegans*.

In conclusion, here we clarified that HDAC-mediated epigenetics occurs during the growth of a metazoan species in the space microgravity environment. In the future, we expect that comprehensive tissue-specific epigenome changes associated with various histone modifications will be revealed in relation to the pathophysiological effects of long-term spaceflight.

## Materials and methods

### Spaceflight experiment

In this study, the N2 Bristol (wild-type) strain and RB756 *hda-4 (ok518)* deletion mutant were used. To synchronize the growth of the worms, an egg preparation was made in a laboratory at the Kennedy Space Center as described previously^28^. All L1 larvae (each strain, 9,000 worms) were kept in a 1-ml plastic syringe in M9 buffer containing 5 mg/L cholesterol (M9C) until the initiation of the experiment. The synchronized culture was started by injecting 9000 L1 larvae through a NIPRO-manufactured connection port into a NIPRO culture bag containing a 14 ml suspension of *E. coli* OP-50 in S-basal medium (OD_600_ = 5) in the International Space Station (ISS) Japanese Experiment Module KIBO. After culturing at 20 °C for about 4 days in the ISS’s Cell Biology Experiment Facility (CBEF), a 2 ml suspension of the next generation of L1 larvae was filtered through a 10 μm nylon mesh filter (Semitec Corporation, Japan) and inoculated into a new culture bag. The remaining culture bag was frozen at −95 °C in the ISS freezer MELFI. Each culture was repeated 3 times in the same way to produce samples for a total of four generations. Two independent replicate experiments were performed for each strain in microgravity and artificial 1*G* conditions with centrifuge in the CBEF.

### Expression analyses

Approximately 1000 adult worms were collected by thawing the frozen culture samples on ice and washing them three times by natural sedimentation in ice-cold M9 buffer to remove larvae and bacterial food. RNA extraction, microarray analysis, and real-time RT-PCR analysis were performed as described previously^28,29^. The following primer pairs were used for PCR amplification: *T28A11.19* (forward: 5ʹ-CGA GTG AGT TAG AGA GAA GAA GAA TTA GAA-3ʹ, reverse: 5ʹ-TCT GCT CCA AAT CCA GAA AAA GT-3ʹ), *T28A11.2* (forward: 5ʹ-AAA AGA CAA CTG CAT GAA AAA GGA-3ʹ, reverse: 5ʹ-GCC GAC TCC GAT GAA ATG A-3ʹ), *C17B7.4* (forward: 5ʹ-CGA ATT GTG CAA AAA CAT GGT T-3ʹ, reverse: 5ʹ-GCG AGT CCT CCT CTC CAC AAG-3ʹ), *T20D4.11* (forward: 5ʹ-AGA ACT TGT GGA GGA GCC ATGT-3ʹ, reverse: 5ʹ-AGT CAGC GTC GCA TTG TTT G-3ʹ), *T20D4.10* (forward: 5ʹ-CAG TTG CGA CTG GAG CAG AA-3ʹ, reverse: 5ʹ-GGA CAG ACC CAT GAT GCA AGA-3ʹ), *C03G6.5* (forward: 5ʹ-GCATGAAGAAGGAGATTACTGAAACA-3ʹ, reverse: 5ʹ-ACC GGA AAG ATT GAC AAA TTG C-3ʹ), and *eft-2* (forward: 5ʹ-GAC GCT ATC CAC AGA GGA GG-3ʹ, reverse: 5ʹ-TTC CTG TGA CCT GAG ACT CC-3ʹ). The real-time RT-PCR data were normalized to *eft-2*, which encodes an actin isoform, as a housekeeping gene. The analyses were performed in technical triplicate for each of the eight culture lines (four generations, two independent replicate experiments).

### Body length measurement of space-flown and transgenic adults

The body lengths of wild-type and *hda-4* mutant *C. elegans* that were space-flown, and *C. elegans* that harbored the *T20D4.11* transgene and remained on Earth, were quantified using an Olympus BX51 microscope system with a DP73 digital camera (Olympus, Tokyo, Japan) as described previously^28,29^. Observations were performed immediately after thawing the frozen samples for spaceflight and after fixing the transgenic samples with sodium azide. More than 20 worms were randomly selected for each condition of spaceflight samples.

### ChIP analysis of H3K27me3 levels

ChIP assays were performed using ~300 adults from the 3rd-generation in each experimental condition, monoclonal antibody against H3K27ac, H3K27me1, H3K27m2, and H3K27me3 (MAB Institute Inc. Japan. Cat. No. MABI0309, MABI0321, MABI0324, and MABI0323), and a ChIP solution kit with anti-mouse IgG magnetic beads and control mouse IgG (MAB Institute Inc. Japan. Cat. No. MABI0822). ChIP-qPCR was performed with optimized PCR primer sets at the *T40D4.12 to 4.10* locus: region #01 primer set (forward: 5ʹ-AAC AAT TCC GGC ATC AAC AT-3ʹ, reverse: 5ʹ-TCT GCC AAC TGT CGT TGT TC-3ʹ) and region #02 primer set (forward: 5ʹ-AAA AAG AGT CAC TTG TAA CAG GAA CA-3ʹ, reverse: 5ʹ-CAG TCA CTG GTG CGG TGT AA-3ʹ).

### Statistical analysis

Statistical analyses were performed using one-way ANOVA followed by Tukey post hoc tests in RStudio software and Student’s *t* test. The minimum *p* value for significance was 0.05. Similar alphabet(s) in any two groups indicate no significance and different alphabets in any two groups represent significant difference between the two groups.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The data of this study are available from the authors upon reasonable request. All global gene expression data are MIAME (Minimum Information about a Microarray Experiment) compliant and are deposited in the GEO (Gene Expression Omnibus) database as the accession number of GSE173985.

# Supplementary material for: Histone deacetylase HDA-4-mediated epigenetic regulation in space-flown C. elegans
**Source:** NPJ Microgravity. 2021 Sep 1;7:33. doi: 10.1038/s41526-021-00163-7
**Supplement:** Supplementary file 1 — Supplementary Information

Supplemental Figures

4<sup>th</sup> generations

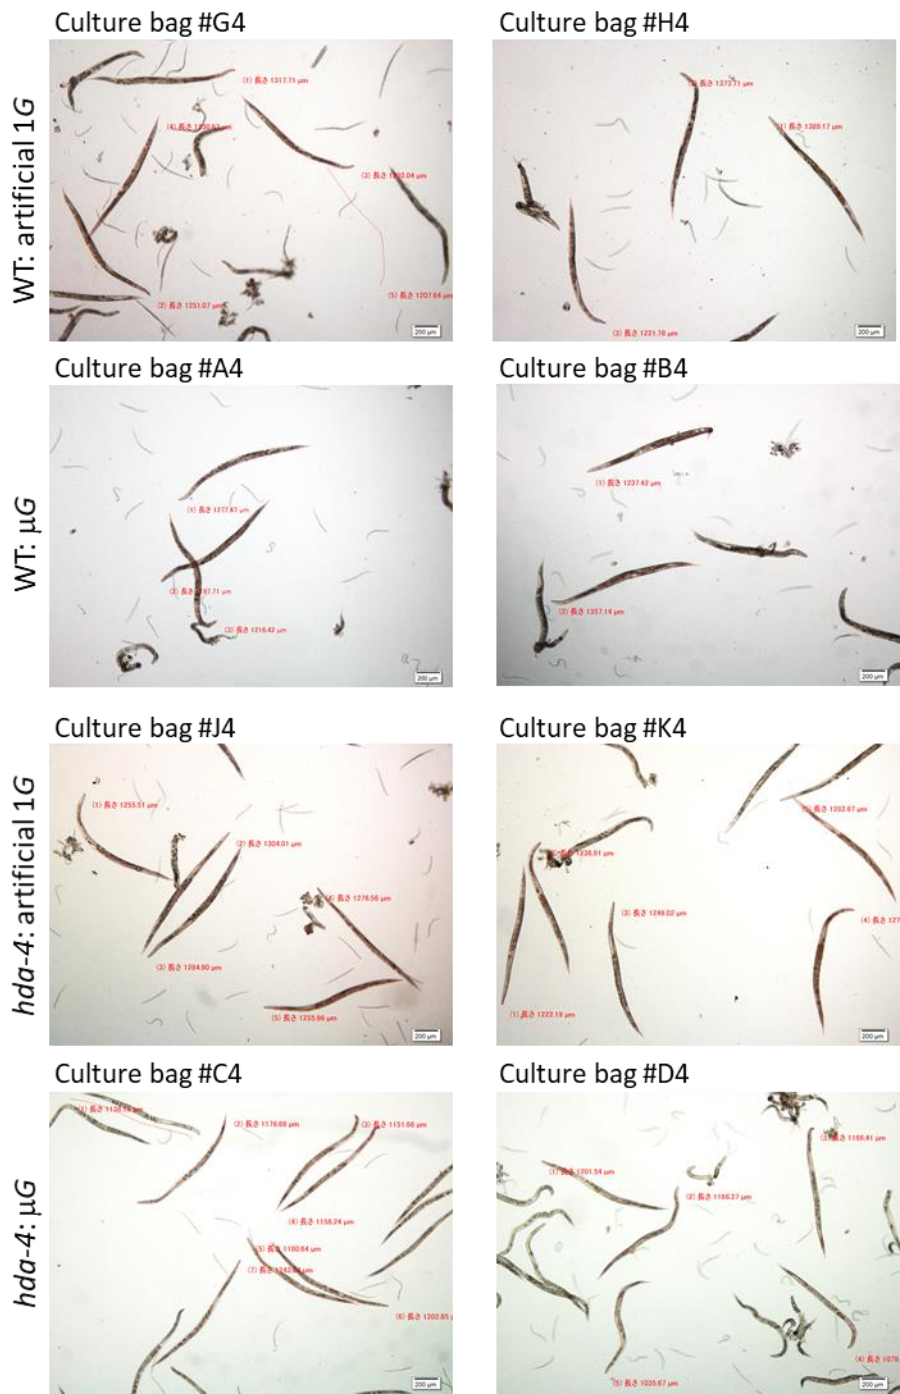

**Supplemental Fig. 1** Recovered *C. elegans* space-flown samples, wild type and *hda-4* mutant at 4th generations.

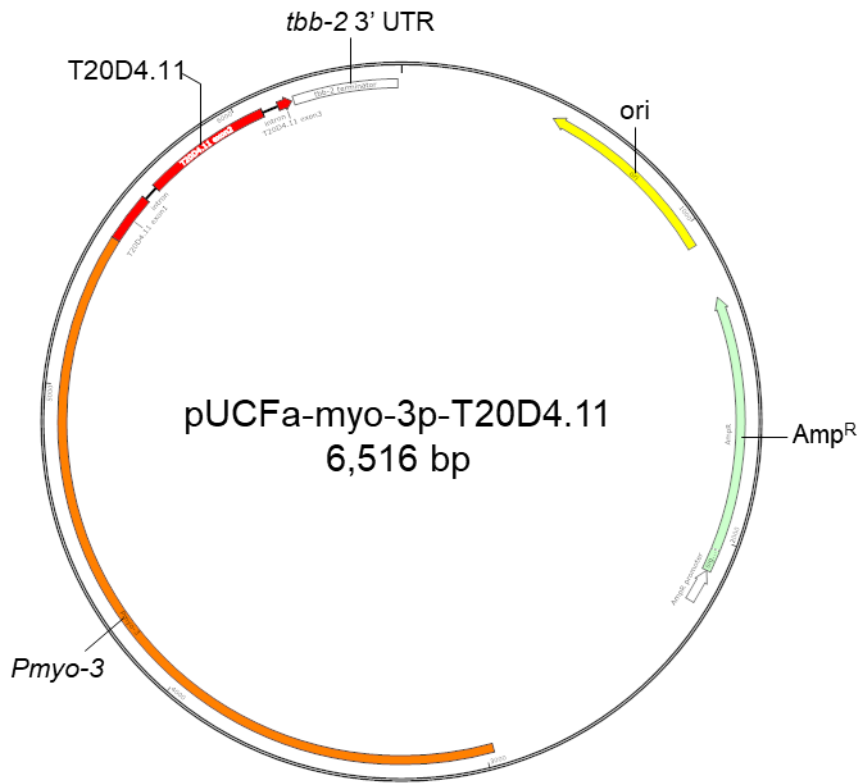

pGH8 (*Prab-3::mCherry::unc-54UTR*)  
 pCFJ90 (*Pmyo-2::mCherry::unc-54UTR*)  
 pCFJ104 (*Pmyo-3::mCherry::unc-54UTR*)

**Supplemental Fig. 2** A plasmid map of the T20D4.11 transgene regulated by *myo-3* promoter. Other plasmids, pGH8, pCFJ90, and pCFJ104 were also used as markers to screen transgenic lines.

# Supplementary material for: Histone deacetylase HDA-4-mediated epigenetic regulation in space-flown C. elegans
**Source:** NPJ Microgravity. 2021 Sep 1;7:33. doi: 10.1038/s41526-021-00163-7
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection n/a

Data analysis RStudio software

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data of this study are available from the authors upon reasonable request. All global gene expression data are MIAME (Minimum Information about a Microarray Experiment) compliant and are deposited in the GEO (Gene Expression Omnibus) database as the accession number of GSE173985.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | In this study, the N2 Bristol (wild-type) strain and RB756 hda-4 (ok518) deletion mutant were used. The start of the experiment was initiated by injecting the L1 larva solution (approximately 9,000) in a syringe into a culture bag and incubating in an upper microgravity box and an artificial 1G centrifuge box of CBEF (Cell Biology Experiment Facility). After culturing for 5 days (1st generation) and 4 days (2nd to 4th generations), 2 ml of L1 larval progenies were aspirated with a syringe while being filtered through a 10 µm mesh filter, and transferred to a new culture bag. The remaining culture bags (adults and L1 progenies mixture) were frozen at -95 °C in MELFI (Minus Eighty degree Celsius Laboratory Freezer). For expression analysis, approximately 1,000 adult worms were used in each condition. More than 20 worms were randomly selected for body length measurement in each conditions of spaceflight samples. ChIP assays were performed using approximately 300 adults in each conditions. |
| Data exclusions | n/a                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | The analyses were performed in technical triplicate for each of the 8 culture lines (4 generations, two independent replicate experiments).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Randomization   | n/a                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Blinding        | n/a                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Monoclonal antibody against H3K27ac, H3K27me1, H3K27m2, and H3K27me3 (MAB Institute Inc. Japan. Cat. No. MAB10309, MAB10321, MAB10324, and MAB10323), and a ChIP solution kit with anti-mouse IgG magnetic beads and control mouse IgG (MAB Institute Inc. Japan. Cat. No. MAB10822). |
| Validation      | <a href="http://www.monoclo.com/">http://www.monoclo.com/</a>                                                                                                                                                                                                                         |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                 |
|-------------------------|-------------------------------------------------|
| Laboratory animals      | n/a (Uses only the nematode <i>C. elegans</i> ) |
| Wild animals            | n/a                                             |
| Field-collected samples | n/a                                             |

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

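RNA of adult *C. elegans* had been hybridized to single-colour Agilent microarrays (Cy3), 48 arrays on 12 slides of 4 arrays. They covered wild type, *hda-4* and arrays labelled *sir-2.1*, each under microgravity and 1*G*, in 6 groups of 8 arrays from 2 culture lines sampled in 4 generations. The paper reports on 32 of these arrays, from 4 groups. The files give, for each of 43803 spots per array, control spots left out, the intensity that the authors extracted with Agilent Feature Extraction 11.5.1.1, per the file headers, as a background-corrected value on a linear scale. This processed signal is the spot's brightness less a fitted background, with a small positive value in place of signals that are not distinguishable from background. The files hold no normalization between arrays. Tests on the files found brightness scales that differed between arrays, and 0 saturated spots.

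The signal was taken as log2 and the log2 of the array's own 75th percentile was subtracted. Spots that the software marked as outliers were left out. The files hold 43603 distinct probes, of which 35264 (80.9%) matched the reference by locus tag or RefSeq accession, and these stood for 23935 genes. For 1384 probes more than 1 locus was matched. A gene was represented by the probe with the highest mean log2 signal over the 48 arrays, and an unmatched probe stood for itself. Genes well above background on at least 4 of the 8 arrays of at least 1 group in the model were kept, which left 18272 genes in the model of 32 arrays and 18471 in the model of all 48. Probe positions are those listed in the array files. The file headers name ce4, but the positions come in 2 notations, with a prefix (23412 probes) and without (19887). Where the sequences of probes overlap, positions without the prefix were larger by a median of 8064 bases on chromosome I and of 2782 on V beyond 5 Mb, and by 0 on the first 5 Mb of V, so that the list is not on a single build. The order of genes on the chromosomes came from the annotation of WBcel235, whose positions were not printed.

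Linear models were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with data.table 1.17.8, with a term for each group and a term for generation. The comparisons were *hda-4* against wild type under microgravity and under 1*G*, microgravity against 1*G* in each of these strains, and the interaction (the *hda-4* response minus the wild-type response). In the model of 48 arrays they were the corresponding comparisons of the arrays labelled *sir-2.1*, and the difference between the *hda-4* response and theirs. P-values were two-sided and adjusted by Benjamini-Hochberg over all genes of the model, with a threshold of 0.05. Adjusted p-values are those of limma unless another test is named. Genes higher in every generation were those over 2.5-fold in each of the 4 generations, from the mean log2 values of 2 arrays against 2, that were also called in limma. The genes with a given direction in more than 2 generations were counted without a test. Adjacency was tested by drawing as many genes at random 10000 times. Gene lists were tested with limma's camera (preset correlation of 0.01) beside fry, adjusted over the 9 lists: the 10 DUF-19 genes named in the text, vitellogenins, major sperm proteins, cuticle collagens, histones, oocyte and eggshell genes, genes of the mitochondrial respiratory chain, body-wall muscle genes and small heat shock proteins. The list of DUF-19 genes was taken from the paper's text, which chose them on these samples. Genes named individually were those named in the paper's text that have a probe, *sir-2.1*, and the 10 with the largest log2 fold change between *hda-4* and wild type under microgravity among those called and changed the same way in all 4 generations.

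The number of arrays limits the precision. Between 66.5% and 76.2% of the spots of an array were well above background. The methods were tested on simulated data with the layout of the 32 arrays and 200 changed genes. The simulated noise was independent between arrays, without effects of slide, culture line or generation. In the real arrays the correlation within slides was 0.306, so the values that follow do not measure the errors that such effects cause. In the comparison of the strains under microgravity 197 of these (98.5%) were recovered and 7 unchanged genes were called, and 72 of 73 genes simulated at 4-fold or more were found by the criterion in each generation. In the comparison of microgravity with 1*G* in *hda-4* 198 (99.0%) were recovered, and in the interaction 192 (96.0%). No gene was called in the comparisons simulated without a change.

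The alternatives were normexp background correction (offset 50), quantile normalization and subtraction of the array's median, no filter and a filter on every array, the mean of all probes of a gene, culture line or slide as a random block, the replicate number as a fixed block, each replicate number or generation left out in turn, a mean for every group and generation, models with fewer or more groups, the test described in the paper's methods, other fold criteria, gene starts in place of probe starts for neighbours, a floor under low signals, and the choice of genes on one culture line with measurement on the other. Chance was tested with other splits of the single arrays and of whole slides (32 splits, or 100 drawn for the differences between responses), and for the combination of responses in which slide effects cancel with exchanges within slides. Spots without a gene model in the reference were kept in the counts of genes under their probe. The body length, RT-PCR, H3K27me3 ChIP and *T20D4.11* overexpression measurements of the paper were not analysed here.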

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

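All tests of explanations in this part were chosen after the result was seen, except the comparison of the probes of a gene for sequence variants, to which the requirement of probes without common sequence was added later, and the splits of single arrays other than those within slides.

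A few arrays stood apart in single measures. In wild type under 1*G* the major sperm protein list was lower in generation 2 of replicate 2 (mean log2 signal relative to the 75th percentile -3.52, group median 0.02), with a gap to the nearest array of 0.534 of the group's range. In wild type under microgravity the histone list was lower in generation 3 of replicate 2 (1.90, group median 2.28), with a gap of 0.567 of the range. In *hda-4* under 1*G* the 75th percentile was lowest in generation 1 of replicate 1 (309.8 intensity units, group median 444.6), with a gap of 0.576. These are 3 of 66 groups tested, and chance alone would give 3.3. No explanation was tested for them.

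In *hda-4*, 10313 of the 18272 genes differed between microgravity and 1*G*, a count that includes the genes the paper discusses and reaches far beyond them. The microgravity and 1*G* arrays were on different slides. Responses of the 3 strains were therefore combined as the *hda-4* response minus the responses of wild type and of the arrays labelled *sir-2.1*, in which slide effects cancel. Effects of the position on a slide do not cancel in it. The groups added lay at positions 3 and 4 of each slide and the groups subtracted at positions 1 and 2. In this combination 765 of 18471 genes were called, 398 positive and 367 negative. Without replicate 1 limma called 0 genes (1281 at an unadjusted p below 0.05), and without replicate 2 it called 11. Of 100 splits with single arrays exchanged within slides only the real one gave as many genes, and of 100 with whole groups exchanged within slides 5 did, so that chance cannot be excluded for this number. With the *hda-4* response taken from the arrays of one replicate number and the combination from those of the other, which share no arrays, the log2 changes correlated across genes at 0.384 and 0.164 (genes are not independent replicates). Within single generations the correlation ranged from -0.122 to 0.485 and was above 0 in 7 of 8 cases. A slide effect therefore cannot be told apart from a response of *hda-4* to microgravity. What keeps it open is that the combination also holds the responses of the other strains, cancels a response that *hda-4* shares with one of them, reverses the sign of a response common to all, and is less precise. An effect of position enters the *hda-4* response and the combination with the same sign, and could by itself make them correlate. A difference in array brightness is argued against by the 9388 genes called after quantile normalization. Chance is argued against, since only the real split gave as many genes, both among 100 splits of the 16 arrays and among 32 splits of whole slides. The latter keep the 2 arrays of a group on a slide together, and 1 of 32 is the lowest share they can give. Another split of slides gave 9018 genes, against 10518 for the real one. The response of *hda-4* to microgravity itself stays open as an explanation for these genes, as do other differences between the microgravity and the 1*G* cultures, both of which were grown in flight, and these were not tested.

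The response to microgravity differed between *hda-4* and wild type in 741 genes by the interaction. Among the lists, the median difference was 1.30 for the DUF-19 genes (10 of 10 positive), -0.29 for vitellogenins, -0.18 for histones and -0.20 for oocyte and eggshell genes (camera adjusted p = 1.06e-06, 0.00956, 1.08e-05 and 0.000492). Under fry only the DUF-19 list was past the threshold (adjusted p = 0.000950), the others having 0.0808, 0.0603 and 0.0603. Without replicate 1 limma called 0 genes (1302 and 671 at an unadjusted p below 0.05), and without replicate 2 it called 0 as well (920 and 726). Of 100 splits of the single arrays of each strain only the real one gave as many genes. Of 100 splits of whole slides 13 did, and 7 after the additive effects of generation, strain and gravity were taken out, so that chance cannot be excluded for the number of genes. The 2 strains' microgravity arrays shared slides and their 1*G* arrays did not, so a slide effect in the 1*G* arrays may enter the interaction. In the combination in which slide effects cancel the DUF-19 median was 0.84. That test left the cause of the DUF-19 difference open, because camera (adjusted p = 0.00280) and fry (0.0754) fell on different sides of the threshold. Effects of the position on a slide add up in the interaction and do not cancel in the combination either. A difference between the strains in their response to microgravity stays open for the genes called.

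The responses of *hda-4* and of the arrays labelled *sir-2.1*, which the paper does not report, differed in 5719 genes. The list medians were 2.03 for the DUF-19 genes, -0.48 for vitellogenins, -0.18 for histones and -0.36 for oocyte and eggshell genes (camera adjusted p = 7.92e-08, 0.0187, 0.0234 and 3.06e-05). Under fry the histones were not past the threshold (adjusted p = 0.0542). A slide effect cannot be told apart from a difference between the strains, because the *hda-4* and *sir-2.1* microgravity arrays lay on different slides. Nor can an effect of the position on a slide, which enters this difference and the combination alike. The difference in one replicate number correlated across genes with the combination in the other, in which slide effects cancel and which also holds the wild-type response, at 0.616 and 0.407, and within single generations from -0.120 to 0.515 (above 0 in 7 of 8 cases). Chance is argued against by the splits, since 1 of 100 splits of the single arrays, the real one, gave as many genes. Of 100 splits of whole slides 2 did, the other giving 9007 against the 6488 of the real split. After the additive effects were taken out 1 did. The count depended on the replicates. Without replicate 1 limma called 0 genes (1455 and 1913 at an unadjusted p below 0.05), and without replicate 2 it called 1244 and 727. What stays open is a difference between the mutants in their response, and this rests on labels that the probes of *sir-2.1* do not bear out, as described further on.

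The response in generation 1 differed from that in generations 2 to 4 in 1848 genes in *hda-4* (743 of them higher in generation 1, DUF-19 median -0.94), in 98 genes in wild type (16 higher and 82 lower) and in 1421 genes in the arrays labelled *sir-2.1* (830 and 591). These comparisons were added after the data had been seen, with 18471 genes in a model of the 16 arrays of each strain. The paper's Fig. 1 gives the first generation a longer culture. That may be the cause in part, since the 98 genes of wild type, cultured for the same times, show that some response differs there too. It cannot be told apart from the differences between the slides of the first and the later generations, with 2 arrays per group in the first generation. The differences between the 3 counts were not tested.

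The arrays labelled *sir-2.1* differed from wild type in 7973 genes under microgravity and in 5977 under 1*G*, and in 2204 genes between microgravity and 1*G*. All 3 comparisons cross slides in every generation, so that slide effects can contribute to each of these counts. For the comparison of microgravity with 1*G* the other explanations are those given for *hda-4*. The differences from wild type resembled those of *hda-4*. For *hda-4* under microgravity and *sir-2.1* under 1*G*, which share no arrays, the log2 changes correlated across genes at 0.650. Genes are not independent replicates, and 20 simulations reached at most 0.0249. Shared wild-type arrays therefore cannot be the cause of that correlation. A mislabelled wild-type array is argued against by the first principal component (21.8% of the variance), on which wild-type arrays reached at most -35.25 and mutant arrays at least 9.377. Chance is argued against for each of the 3 comparisons, for which only the real split gave as many genes among 100 splits of the arrays and among 32 of whole slides. The nearest other split of slides gave 5940 genes against 6406 for the difference from wild type under microgravity. It gave 3679 against 7609 for that under 1*G* and 2251 against 3337 between microgravity and 1*G*. The probes of *sir-2.1* were not reduced in these arrays, with wild-type to *sir-2.1* ratios under microgravity of 0.824 (probe listed on IV from 10363496 to 10363555) and 0.903 (10363578 to 10363783), so that what the mutation removes of the transcript is not known from them. A difference of the wild-type stock from both mutants stays open.

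Of the genes in the comparison of *hda-4* with wild type under microgravity, 210 were over 2.5-fold lower in every generation, none of which the paper discusses. A response to microgravity is argued against by the 204 of them that were also lower in *hda-4* under 1*G*, 159 by over 2.5-fold in every generation. Loss of HDA-4 alone is argued against by the 196 that were also lower in the arrays labelled *sir-2.1* under 1*G*. Of 100 splits of the arrays only the real one gave as many, so chance can be excluded. A sequence variant in the strain may lower the signal of a probe. Of 41 genes with several probes well above background in wild type, 39 had every such probe at least 1.5-fold lower, and 2 (*bath-37* and *clec-68*, named after their values were seen) had a probe less than 1.5-fold lower. Probes of overlapping sequence can be lowered by the same variant. For 24 of the 41 at least some probes had no sequence in common, and for the 22 of these with every probe lower the values argue against a variant under a single probe. For the other 188 genes such a variant cannot be told apart from a difference in expression, because most have no second such probe, the rest have probes that overlap or differ, and each strain is one stock. Variants that affect a whole gene were not tested. For 10 of the 210 genes all 16 wild-type arrays were well above background and no mutant array was.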

How the results depend on the processing

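The comparisons, the criteria for the sets of genes and the lists were set before the data were examined, as were all alternatives except 5, which were chosen after seeing the data: the lists other than DUF-19 and the genes lower in every generation under every setting, the combination of responses in which slide effects cancel, the comparison of generation 1 with the later ones, and neighbours by gene starts in place of probe starts. The tests of how results depend on these 5 were therefore chosen after the results were seen. Slide as a fixed block equals the generation term in the comparison of the strains under microgravity, which share a slide in every generation, and was not run separately.

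Among the counts of genes called, 210 of 310 values under the alternatives stayed within 1.5 times the main count. Among the values for the genes over 2.5-fold higher or lower in every generation 40 of 53 did, and for pairs of adjacent genes 15 of 17 stayed past the threshold. Of the values for single genes named in the text 989 of 1138 kept their direction and their side of the threshold, 86 lost and 26 gained their call, and 37 changed direction, 33 of them not called either way. For the DUF-19 list 9 of 234 values gained a call and 6 changed direction, 5 of them not called either way, and the others kept both. For the other lists 310 of 360 kept both, 18 lost and 8 gained a call and 24 changed direction, 20 of them not called either way. The DUF-19 median between *hda-4* and wild type under microgravity ranged from 1.42 to 2.84, that between microgravity and 1*G* in *hda-4* from 0.94 to 2.40, and the interaction from 0.88 to 1.56, all past the threshold. The causes of the changes below were not tested unless the construction of the setting is named as the cause.

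Normexp background correction adds an offset of 50, which compresses the folds of dim probes by construction. Fewer genes were called in every comparison except that of *sir-2.1* with wild type under 1*G*, in which more (4555) were called lower. In *hda-4* against wild type under microgravity 1021 were called higher, in *hda-4* under microgravity against 1*G* 2087 higher, in wild type under microgravity against 1*G* 171 higher and 412 lower, in the strains under 1*G* 2073 higher and 2207 lower, and in the interaction 45 and 70. The set over 2.5-fold in every generation held 8 genes, of which 5 were higher under microgravity in more than 2 generations, with 0 adjacent pairs, and 62 genes were lower in every generation. In wild type between microgravity and 1*G* *T20D4.10* (-0.070), *T20D4.12* (-0.18) and *T28A11.16* (-0.26) changed direction, as did the DUF-19 median (-0.082), and in *hda-4* *T28A11.20* (-0.090). List medians in *hda-4* were 0.34 for major sperm proteins, -0.047 for cuticle collagens and -0.049 for the respiratory chain, and in wild type -0.12 for oocyte genes, -0.053 for the respiratory chain and 0.031 for muscle. In the arrays labelled *sir-2.1* 2668 genes were called higher against wild type under microgravity, 231 higher and 456 lower between microgravity and 1*G*, and 1599 higher against wild type under 1*G*, and the difference between the *hda-4* and *sir-2.1* responses called 1158 and 1628. The median of all genes shifted to -0.15 in *hda-4* between microgravity and 1*G*, to -0.11 in wild type, to -0.10 between *sir-2.1* and wild type under 1*G* and to -0.12 in the difference of responses, and values under this setting are relative to these.

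Quantile normalization gave list medians in *hda-4* of -0.39 for vitellogenins and -0.032 for the respiratory chain, and of -0.036 in wild type and -0.048 in *sir-2.1* for the latter. Subtracting the median gave 695 genes higher in wild type, 6334 higher in *hda-4* against wild type under 1*G*, 216 with a more positive interaction, 6542 higher in *sir-2.1* against wild type under microgravity, 4493 with a more negative response in *hda-4* than in *sir-2.1*, and medians of 0.058 for collagens in *hda-4*, -0.24 and 0.019 for histones in *hda-4* and wild type, and -0.73 for the DUF-19 genes of *sir-2.1* against wild type under microgravity. With it the median of all genes moved to -0.12 in *hda-4* between microgravity and 1*G*, to 0.14 between *hda-4* and wild type under 1*G*, to 0.13 between *sir-2.1* and wild type under microgravity and to -0.13 in the difference of responses. The share of called genes that were higher moved from 58.3% in the interaction to 37.4% with the median, 39.1% with normexp and 47.6% with quantile normalization. It moved from 47.6% to 71.7% (median) in *hda-4* against wild type under 1*G*, from 45.9% to 57.5% (median) in the same under microgravity, from 48.6% to 32.5% (median) and 30.6% (normexp) in *hda-4* between microgravity and 1*G*, and from 36.4% to 21.9% (median) in wild type. In the *sir-2.1* comparisons it moved from 52.8% to 68.7% (median) against wild type under microgravity, from 43.4% to 57.9% (median), 26.0% (normexp) and 53.4% (quantile) against wild type under 1*G*, and from 50.4% to 33.6% (normexp) between microgravity and 1*G*. In the difference of the *hda-4* and *sir-2.1* responses 2745 higher and 2974 lower became 1891 and 4493 (median, 29.6% higher).

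Without a filter on dim probes the interaction called 204 genes with a more negative response. With every array well above background, which tests fewer genes, 14 genes were higher in every generation, 12 of them under microgravity in more than 2 generations, with 0 adjacent pairs, and 98 were lower, with medians in *hda-4* of 0.24 for collagens and -1.34 for small heat shock proteins. The mean of all probes gave -0.82 for the DUF-19 genes in *sir-2.1* against wild type under microgravity, as did fry in place of camera, which called it.

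With culture line as a random block 2058 genes were higher and 3105 lower in wild type, 1478 and 1097 in the interaction and 2609 and 2258 in *sir-2.1* between microgravity and 1*G*. With slide as a random block these were 208 and 411, 211 and 164, and 238 and 343, with 2091 higher in *hda-4* and 1649 higher in *sir-2.1* against wild type under 1*G*. Means for every group and generation gave 2202 and 3315 in wild type and 1607 and 1495 in the interaction. Models of the 16 arrays compared gave 1104 lower in wild type and 1856 higher in *sir-2.1* between microgravity and 1*G*, and the model of 48 arrays 842 and 648 in the interaction. The methods' t-test gave 890 higher and 1585 lower in *hda-4* against wild type under microgravity without adjustment, and 105 and 452 with it.

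Without generation 1 the medians in *hda-4* were 1.23 for major sperm proteins, -0.17 for histones and -0.071 for the respiratory chain, in wild type -0.29 for vitellogenins, 0.45 for major sperm proteins (a changed direction) and 0.043 for histones, and in *sir-2.1* 0.51 for DUF-19 genes, 0.12 for collagens and -0.82 for small heat shock proteins. Without generation 2 the genes called were 1319 higher in *hda-4* against wild type under microgravity, 128 and 249 in wild type, 1930 higher in *hda-4* under 1*G*, 2 and 1 in the interaction, 2675 higher in *sir-2.1* against wild type under microgravity, 303 and 345 in *sir-2.1* between microgravity and 1*G* and 1017 and 1273 in the difference of responses, with medians in wild type of 0.063 for collagens, 0.047 for histones and -0.085 for oocyte genes. Without generation 3 they were 469 and 541 in wild type, 2009 higher in *hda-4* under 1*G*, 190 with a more negative interaction, 2730 higher in *sir-2.1* against wild type under microgravity and 730 higher in *sir-2.1* between microgravity and 1*G*, and 94 genes were higher in every remaining generation, 82 of them under microgravity in most. Without generation 4 they were 1318 higher in *hda-4* against wild type under microgravity and 28 and 12 in the interaction, with medians of 0.036 for histones in wild type and -1.19 for DUF-19 genes in *sir-2.1* against wild type under microgravity.

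Leaving out a replicate number leaves 1 array per group and generation, so fewer arrays are compared. The number called in *hda-4* against wild type under microgravity ranged from 570 to 825 higher and from 1057 to 1749 lower, and in *hda-4* between microgravity and 1*G* from 1611 to 3251 and from 1584 to 2836. In wild type the ranges were 0 to 574 and 0 to 398 (limma gave 436 and 699 unadjusted without replicate 1), and under 1*G* 365 to 890 and 1368 to 2094. The interaction gave 0 and 0 both times (1302 and 671 unadjusted without replicate 1, 920 and 726 without replicate 2). For *sir-2.1* against wild type under microgravity they were 762 to 2669 and 1555 to 3503, between microgravity and 1*G* 2 to 64 and 8 to 170, and against wild type under 1*G* 660 to 1033 and 1809 to 2182. The difference of responses gave 0 to 1244 and 0 to 727 (1455 and 1913 unadjusted without replicate 1). List medians ranged from -0.10 to -0.084 for the respiratory chain in *hda-4*, in wild type from -0.039 to 0.24 for collagens and from 0.049 to 0.057 for histones, and from -1.05 to -0.56 for the DUF-19 genes in *sir-2.1* against wild type under microgravity. Leaving out single DUF-19 genes gave 0.18 to 0.47 in *sir-2.1* between microgravity and 1*G*.

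The changes of direction that were called neither way were as follows, with gravity responses meant unless a comparison is named. With normexp they were *C17B7.4* (-0.29), *T28A11.20* (-0.28), *jmjd-1.2* (0.033) and small heat shock proteins (-0.11) in wild type and the DUF-19 genes in *sir-2.1* (-0.055). With quantile normalization they were the interaction of *hda-4* (-0.027), *jmjd-1.2* between the strains under microgravity (-0.018), *jmjd-1.2* (0.038), *eft-2* (0.072) and muscle (0.054) in wild type, vitellogenins (0.024) and oocyte genes (0.015) in *sir-2.1*, and the DUF-19 genes of *sir-2.1* against wild type under 1*G* (0.033). With the median subtracted they were the interaction of *hda-4* (-0.034) and *eft-2* (-0.11) and muscle (-0.062) in *hda-4*. With every array well above background they were small heat shock proteins in wild type (-0.013) and the DUF-19 genes of *sir-2.1* against wild type under 1*G* (0.13), and with the mean of all probes the interaction of *hda-4* (-0.17) and *eft-2* (0.0082) and muscle (0.0077) in wild type. Without generation 1 they were the interaction of *hda-4* (-0.0037), *hda-1* between the strains under microgravity (-0.027), *C36C5.12* (0.26) and muscle (0.029) in wild type and oocyte genes in *sir-2.1* (0.0011). Without generation 2 they were muscle (0.031) and small heat shock proteins (-0.064) in wild type and muscle in *sir-2.1* (0.013). Without generation 3 they were *jmjd-1.2* between the strains under microgravity (-0.014) and in wild type (0.074), vitellogenins in wild type (0.0029), the DUF-19 genes (-0.057) and oocyte genes (0.0013) in *sir-2.1* and the DUF-19 genes of *sir-2.1* against wild type under 1*G* (0.046). Without generation 4 they were *jmjd-3.1* (0.0097), *jmjd-1.2* (-0.016) and *eft-2* (-0.042) between the strains under microgravity, the interactions of *jmjd-3.1* (0.076) and *eft-2* (-0.048), *eft-2* in *hda-4* (-0.073), and *C36C5.12* (0.13), major sperm proteins (0.17) and muscle (0.021) in wild type. With each replicate number left out the values ranged in wild type from -0.46 to 0.14 for *C36C5.12*, from -0.11 to 0.057 for *jmjd-1.2*, from -0.27 to 0.20 for major sperm proteins and from -0.12 to 0.087 for muscle, in *hda-4* from -0.037 to 0.066 for *eft-2*, and in *sir-2.1* from -0.12 to 0.0077 for vitellogenins and from -0.0055 to 0.0025 for muscle. Between the strains under microgravity they ranged from -0.15 to 0.21 for *hda-1*, from -0.17 to 0.050 for *jmjd-3.1* and from -0.016 to 0.024 for *jmjd-1.2*, and in the interaction from -0.15 to 0.22 for *hda-4*, from -0.25 to 0.053 for *hda-1*, from -0.23 to 0.041 for *jmjd-3.1* and from -0.17 to 0.023 for *sir-2.1*.

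The set over 2.5-fold in every generation held 161 genes with the mean fold over the generations, 87 over 2-fold in each generation and 35 with low signals raised to the lowest well-above-background signal. Of the genes chosen on replicate 1, 25 met the criterion on replicate 2, and of those chosen on replicate 2, 25 did on replicate 1. Signal over background limits the folds of genes not detected in a group, as for the 11 of the 53 genes that were well above background on no wild-type array under microgravity.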

Differences from the paper's values

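The tally of the genes drawn in Fig. 2 was a test chosen after the results were seen.

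The paper's values for the number of genes over 2.5-fold higher in every generation (the paper's 39, here 53) and the folds read by eye from Fig. 2 did not differ by the criterion used for such differences, which asks for a gap of more than 1.5 times. Leaving out replicate 1 reaches the paper's value, with 39 genes of which 17 are drawn in Fig. 2. The paper's text describes the genes of Fig. 2a as upregulated past its fold threshold in all generations, and the legend does not say whether the threshold applies to each generation or to their mean. Here 26 of the 39 were over 2.5-fold in each generation, all 39 were over 2-fold in each generation (smallest fold 2.02), and the mean fold over the generations exceeded 2.5 for 39. Without replicate 2, 29 of the 39 were included, with the methods' t-test 24 and with the floor under low signals 19. The settings of over 2-fold in each generation (87 genes) and of the mean fold over the generations (161 genes) included all 39. The paper describes its DUF-19 genes as a cluster on chromosome V. *C03G6.5* lies at 7368451 in the array's list of positions, outside the 242 kb that hold the other 9.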

Other observations

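The tests of explanations for the DUF-19 genes in this part were chosen after the result was seen, while the lists and the named genes were fixed in advance.

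The DUF-19 genes were higher in *hda-4* under microgravity than under 1*G* by a median of 2.32. Fewer yolk-producing adults as the whole cause are argued against by generation 1, in which the vitellogenin list changed by 0.0023 on the log2 scale and the DUF-19 list by 1.63. In generations 2 to 4 the vitellogenin list changed by -1.12, -1.19 and -0.77 and the DUF-19 list by 2.57, 2.45 and 2.14. In wild type the vitellogenin list changed by 0.25, -0.29, -0.93 and 0.16 in generations 1 to 4 and the DUF-19 list by 0.60, 1.11, 1.83 and 0.04. The smaller DUF-19 response of *hda-4* in generation 1 (median difference from the later generations -0.94) therefore cannot be told apart from an effect of fewer yolk-producing adults in the later generations, since both lists change together there. In the arrays labelled *sir-2.1* the same difference was -0.84 for the DUF-19 list and -0.052 for the vitellogenin list. In wild type these differences were -0.26 and 0.50. Values from other strains leave the question open for *hda-4*. Probes shared between paralogs are argued against by the median of 2.27 for the 9 genes whose probe matches 1 locus, and signals near background by the median of 2.09 with low signals raised to the lowest well-above-background signal. A difference between slides, or between positions on a slide, cannot be told apart from the response to microgravity. Position effects do not cancel in the combination that follows. In the combination of responses in which slide effects cancel, the median was 0.84, with 10 of 10 genes above 0 and 1 past the threshold, and camera (adjusted p = 0.00280) and fry (0.0754) fell on different sides of the threshold, while a response shared with one of the other strains is cancelled there and a response common to all is reversed. A response of *hda-4* to microgravity and other differences between the microgravity and 1*G* cultures, both grown in flight, stay open, the latter as untested.

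In wild type between microgravity and 1*G*, of the genes measured by RT-PCR, *C17B7.4* changed by 0.64 on the log2 scale (adjusted p = 0.342), *T28A11.2* by 0.86 (adjusted p = 3e-05), *T28A11.19* by 1.49 (adjusted p = 0.0122), *T20D4.11* by 1.04 (adjusted p = 0.0216), *T20D4.10* by 1.67 (adjusted p = 0.0056) and *C03G6.5* by 0.63 (adjusted p = 0.0332). *C17B7.4* was 2.51-, 3.68- and 3.58-fold higher in generations 1 to 3 and 0.176-fold in generation 4, and without generation 4 its change was 1.68 (adjusted p = 0.00154, range over the alternatives 0.00154 to 0.981). Its probe, which also matches *T28A11.5*, was well above background on 3 of 8 wild-type arrays under microgravity and on 1 of 8 under 1*G*. These folds therefore compare signals near the detection limit, and with normexp the change was -0.29. For *T28A11.2* the adjusted p ranged from 1.96e-06 to 0.218. The highest adjusted p over the alternatives was 0.868 for *T28A11.19*, 0.875 for *T20D4.11*, 0.869 for *T20D4.10* and 0.873 for *C03G6.5*, so that each of these genes lost its call in wild type under at least 1 alternative. *T20D4.10* was well above background on 0 of 8 wild-type arrays under 1*G*, and its level under microgravity was at least 1.22-fold higher. With normexp its change was -0.070.

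Between microgravity and 1*G* in *hda-4*, *hda-1* changed by -0.28 (adjusted p = 0.00181, range over the alternatives 0.000425 to 0.0752), *jmjd-3.1* by 0.18 (adjusted p = 0.198, range 0.0215 to 0.751), *jmjd-1.2* by -0.24 (adjusted p = 0.00576, range 0.000225 to 0.216), *myo-3* by 0.47 (adjusted p = 1.32e-05, range 1.21e-06 to 0.0307) and the brightest probe of *hda-4* by 0.22 (adjusted p = 0.0204, range 0.00681 to 0.927). Of these only *myo-3* was called under every alternative. In wild type the changes were -0.18 (adjusted p = 0.0814), 0.27 (0.109), -0.03 (0.817), 0.23 (0.0358) and 0.19 (0.0978), in the same order. *eft-2*, the internal standard of the RT-PCR, changed by 0.01 in *hda-4* (adjusted p = 0.847), with 0.22 after quantile normalization and -0.11 with the median subtracted, so that its direction depends on the scaling, and by -0.06 in wild type (adjusted p = 0.514).

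In *hda-4* between microgravity and 1*G*, the medians of the other lists were -0.52 for 6 vitellogenins (camera adjusted p = 0.0200, fry 0.000300), -0.36 for 10 oocyte and eggshell genes (5.52e-05, fry 1.97e-06), -0.10 for 45 genes of the respiratory chain (0.0287, fry 0.0167), 0.49 for 27 major sperm proteins (0.324), 0.18 for 138 cuticle collagens (0.247), -0.11 for 46 histones (0.0997), 0.06 for 12 muscle genes (0.934) and -1.14 for 6 small heat shock proteins (0.322). The median of collagens was -0.047 with normexp. In wild type they were -0.20 for vitellogenins (0.319), -0.18 for oocyte genes (0.00124, fry 0.0198), -0.09 for the respiratory chain (0.000811, fry 0.0247), 0.10 for collagens (0.0127, fry 0.281), 0.07 for histones (0.0150, fry 0.281), -0.04 for major sperm proteins (0.855, although camera's direction is up), -0.01 for muscle (0.884, mean 0.01) and 0.07 for small heat shock proteins (0.844, mean -0.03). In the arrays labelled *sir-2.1* they were 1.40 for major sperm proteins (2.00e-05, fry 0.133), 0.17 for collagens (0.00275, fry 0.0583), -0.08 for the respiratory chain (0.00275, fry 0.133), -1.19 for small heat shock proteins (0.0126, fry 0.0268), -0.05 for vitellogenins (0.555), 0.04 for histones (0.518), -0.03 for oocyte genes (0.518) and -0.01 for muscle (0.634). Between *hda-4* and wild type the muscle median was -0.15 under microgravity (0.00230) and -0.25 under 1*G* (0.000811), and that of collagens -0.19 (1.29e-07) and -0.39 (7.23e-07). Under microgravity the medians of vitellogenins, -0.35 (0.00878, fry 0.000864), and small heat shock proteins, -1.01 (0.0247, fry 0.000864), were also past the threshold. Under 1*G* that of histones was, at 0.13 (0.0112, fry 0.0429).

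The DUF-19 median in the arrays labelled *sir-2.1* was 0.33 between microgravity and 1*G* (camera adjusted p = 0.198), -0.82 against wild type under microgravity (0.0689, fry 0.00549) and -0.11 against wild type under 1*G* (0.965). In the test of other splits of the arrays, only the real split of 100 gave as many genes for *hda-4* against wild type under microgravity and for the set higher in every generation, so that chance can be excluded. For *hda-4* against wild type under 1*G* chance is argued against. Only the real split gave as many genes there, among 100 splits of the arrays and among 32 of whole slides, of which another gave 5472 against 8764. For wild type between microgravity and 1*G* 2 of 100 splits of single arrays gave as many genes, the other giving 2130 against the 1778 of the real split. Of 32 splits of whole slides 3 did, so that chance cannot be excluded for the number of genes that change in wild type. The splits of whole slides were added after the data had been seen. Arrays with the same replicate number did not deviate together. The difference between the replicates of a generation correlated across genes between groups with a median r of -0.018 in 28 comparisons of groups within a generation (range -0.387 to 0.354).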
